# MORC2B is essential for meiotic progression and fertility

**DOI:** 10.1371/journal.pgen.1007175

**Published:** 2018-01-12

**Authors:** Baolu Shi, Jiangyang Xue, Jian Zhou, Seth D. Kasowitz, Yuanwei Zhang, Guanxiang Liang, Yongjuan Guan, Qinghua Shi, Mingxi Liu, Jiahao Sha, Xiaoyan Huang, P. Jeremy Wang

## Abstract

The microrchidia (MORC) family proteins are chromatin-remodelling factors and function in diverse biological processes such as DNA damage response and transposon silencing. Here, we report that mouse *Morc2b* encodes a functional germ cell-specific member of the MORC protein family. *Morc2b* arose specifically in the rodent lineage through retrotransposition of *Morc2a* during evolution. Inactivation of *Morc2b* leads to meiotic arrest and sterility in both sexes. *Morc2b*-deficient spermatocytes and oocytes exhibit failures in chromosomal synapsis, blockades in meiotic recombination, and increased apoptosis. Loss of MORC2B causes mis-regulated expression of meiosis-specific genes. Furthermore, we find that MORC2B interacts with MORC2A, its sequence paralogue. Our results demonstrate that *Morc2b*, a relatively recent gene, has evolved an essential role in meiosis and fertility.

## Author summary

In sexually reproducing organisms, meiosis, a process unique to germ cells, produces haploid gametes. Abnormalities in meiosis can lead to infertility, loss of pregnancy, or genetic diseases such as Down syndrome. The meiotic processes are tightly regulated by a large number of genes including many meiosis-specific ones. The majority of meiosis-specific factors are conserved, however, species-specific factors have evolved. Here we report functional studies of a rodent lineage–specific gene named *Morc2b*. *Morc2b* belongs to a family of chromatin-remodelling factors. *Morc2b* is specifically expressed in germ cells. Disruption of *Morc2b* causes meiotic arrest and infertility in both sexes. Notably, MORC2B regulates the expression of a number of meiosis-specific genes. Interestingly, MORC2B interacts with its sequence homologue MORC2A. These functional studies have uncovered a new protein complex in the regulation of key meiotic processes and suggested the presence of continued selection pressure for evolution of new meiosis-specific factors.

## Introduction

The microrchidia (MORC) protein family forms a conserved class of chromatin remodeling factors found in diverse species from *Arabidopsis* to human [1]. MORC proteins contain GHKL-type (Gyrase, Hsp90, histidine kinase, MutL) ATPase domain and PHD zinc finger domain, implying functions related to DNA metabolism and epigenetic regulation. *Arabidopsis* AtMORC1 and AtMORC6 repress transposable elements in a methylation-independent manner and are essential for heterochromatin formation and gene silencing [2]. In mammals, four different MORC proteins (MORC1-4) have been identified [1]. Human MORC2 recruits histone deacetylases to promoter regions, causing local histone H3 deacetylation and transcriptional repression [3, 4]. MORC2 also modulates chromatin relaxation in response to DNA damage [5, 6]. MORC3 binds to H3K4me3 (trimethylated histone H3 lysine 4) in vitro and localizes to H3K4me3-marked genomic sites [7]. Collectively, these studies reveal a conserved role for MORC proteins in the regulation of high-order chromatin organization.

Mutations in *MORC2* cause axonal Charcot-Marie-Tooth disease (CMT) in humans [8]. CMT is a neural disorder characterized by muscle weakness and atrophy, and changes in the sensation in the body periphery. In neuronal cells, MORC2 is recruited to heterochromatin by the HUSH (human silencing hub) complex to compact chromatin and thus is required for epigenetic silencing [9]. The HUSH complex mediates H3K9me3 deposition in heterochromatin by SETDB1 (H3K9 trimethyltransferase) to maintain transcriptional silencing [10]. In addition, MORC2 promotes breast cancer invasion/metastasis and gastric tumorigenesis [6]. These studies demonstrate the critical role of *MORC2* in human diseases.

Genetic requirements of *Morc1* and *Morc3* in mouse have been reported. Mouse *Morc1*, the founding member of the MORC family, is specifically expressed in the male germline and its ablation results in male sterility with meiotic arrest [11, 12]. *Morc1* deficiency is associated with de-silencing of transposable elements in the male germline [13]. *Morc3*^-/-^ mice die at birth or within one day after birth [14]. Study of mice heterozygous for a *Morc3* mutation reveals a role in bone homeostasis [15]. However, the physiological functions of *Morc2* and *Morc4* are not known.

In mouse, two paralogues of *Morc2* are present: *Morc2a* and *Morc2b*. Mouse *Morc2b* was reported to be a transcriptional target of PRDM9, a histone H3 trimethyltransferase required for meiotic progression and involved in speciation [16]. *PRDM9* is the only known mammalian speciation gene [17]. PRDM9 specifies sites of preferred meiotic recombination (i.e. hotspots) and drives recombination away from functional genomic elements such as gene promoter regions [18]. Following sequence-specific DNA binding through its array of zinc fingers, PRDM9 catalyzes trimethylation of H3K4 (H3K4me3) and H3K36 (H3K36me3) [19–23]. In *Prdm9*-deficient testes, *Morc2b* is not expressed and H3K4me3 at the *Morc2b* promoter is low, suggesting that PRDM9 normally induces *Morc2b* expression via H3K4me3 [16]. However, the function of *Morc2b* remains unknown. Here, we report that *Morc2b* is required for chromosomal synapsis and meiotic recombination in both sexes. Inactivation of *Morc2b* causes mis-expression of a number of genes including meiosis-specific genes. We find that MORC2B interacts with MORC2A. The *Morc2b*-null mouse mutant exhibits meiotic defects similar to the *Prdm9*-null mutant, suggesting that MORC2B may be a key downstream effector of PRDM9 in meiosis.

## Results

### *Morc2b* is a retrotransposed homologue of *Morc2a*

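In the CLUSTAL Omega alignment of the 5 mouse MORC proteins in S2 Fig, residues of MORC2A (1030 aa) and MORC2B (1022 aa) were paired at 1021 positions. At 749 of these positions the residues were identical, an identity of 73.4%. When positions with a gap in 1 of the 2 proteins were counted as well, the identity was 72.6%. MORC1 and MORC2A were the next closest pair, with 378 identical residues among 902 paired positions (41.9%), followed by MORC3 and MORC4 with 41.7%. With gaps counted, identity was 35.1% for MORC1 and MORC2A, 34.3% for MORC1 and MORC2B, and 31.9% for MORC3 and MORC4, so the order after the closest pairs depends on how gaps are treated. MORC2B shared 40.7% of the paired residues with MORC1, 29.4% with MORC3 and 24.9% with MORC4. These values were counted from 1 alignment of reference sequences and carry no replicate error.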

Sequence comparison of the five murine MORC members revealed that MORC2A and MORC2B exhibited the highest sequence homology within the family, with 73% amino acid sequence identity (S1A Fig). MORC2A and MORC2B were also the closest homologues according to phylogenetic analysis (S1B Fig). Both MORC2A and MORC2B contain the conserved GHKL-type ATPase and PHD zinc finger domains shared by MORC proteins (S2 Fig). The gene structure of *Morc2a* and *Morc2b* differs fundamentally: *Morc2a* contains 26 introns, whereas *Morc2b* lacks introns in the coding region (Fig 1A). This gene structure implies that *Morc2b* is a retrotransposed homologue of *Morc2a* that arose from reverse transcription of a processed transcript followed by integration into the genome. 

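The NCBIM37 (mm9) genome annotation places *Morc2a* on the plus strand of chromosome 11, from position 3549497 to 3590480. The annotated *Morc2a* transcript with the most exons has 27 exons separated by 26 introns. Of its exons, 26 contain coding sequence, which encodes 1030 aa. Another coding transcript of *Morc2a* encodes the same number of amino acids from 26 exons with 25 introns. *Morc2b* lies on the minus strand of chromosome 17, from position 33272533 to 33276628. In its 2-exon transcript, exon 1 (477 bp, 33276152 to 33276628) is entirely 5' untranslated region. Exon 2 (3235 bp, 33272533 to 33275767) contains the whole coding region of 3066 bp without the stop codon, encoding 1022 aa. The annotation also lists a *Morc2b* transcript of 1 exon with the same coding length, and a transcript whose 2994 bp of coding sequence is divided over 2 exons.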

Although most retrotransposition events produce truncated or otherwise non-functional pseudogenes, a small number of retrotransposed genes have retained functionality [24, 25]. An annotated *Morc2a* gene (referred to as *Morc2* in non-rodent species) is found in more than 100 mammalian species in the NCBI database. In contrast, *Morc2b* is only present in mouse and rat but not in other non-rodent eutherians, suggesting that the *Morc2b* retrotransposition event occurred 12–24 million years ago prior to the radiation of mouse and rat (Fig 1B) [26–28]. Western blot analysis with a MORC2B-specific polyclonal antibody showed that MORC2B migrates at the predicted size of ~120 kDa (Fig 1C). MORC2B protein was abundant in testes but not detected in other adult mouse tissues examined, whereas MORC2A, migrating at the predicted size of ~120 kDa, was highly expressed in both testis and skeletal muscle (Fig 1C). Thus, the *Morc2b* gene encodes a bona fide testis-expressed protein and represents a functional retrotransposed gene rather than a pseudogene.

**Fig 1:**
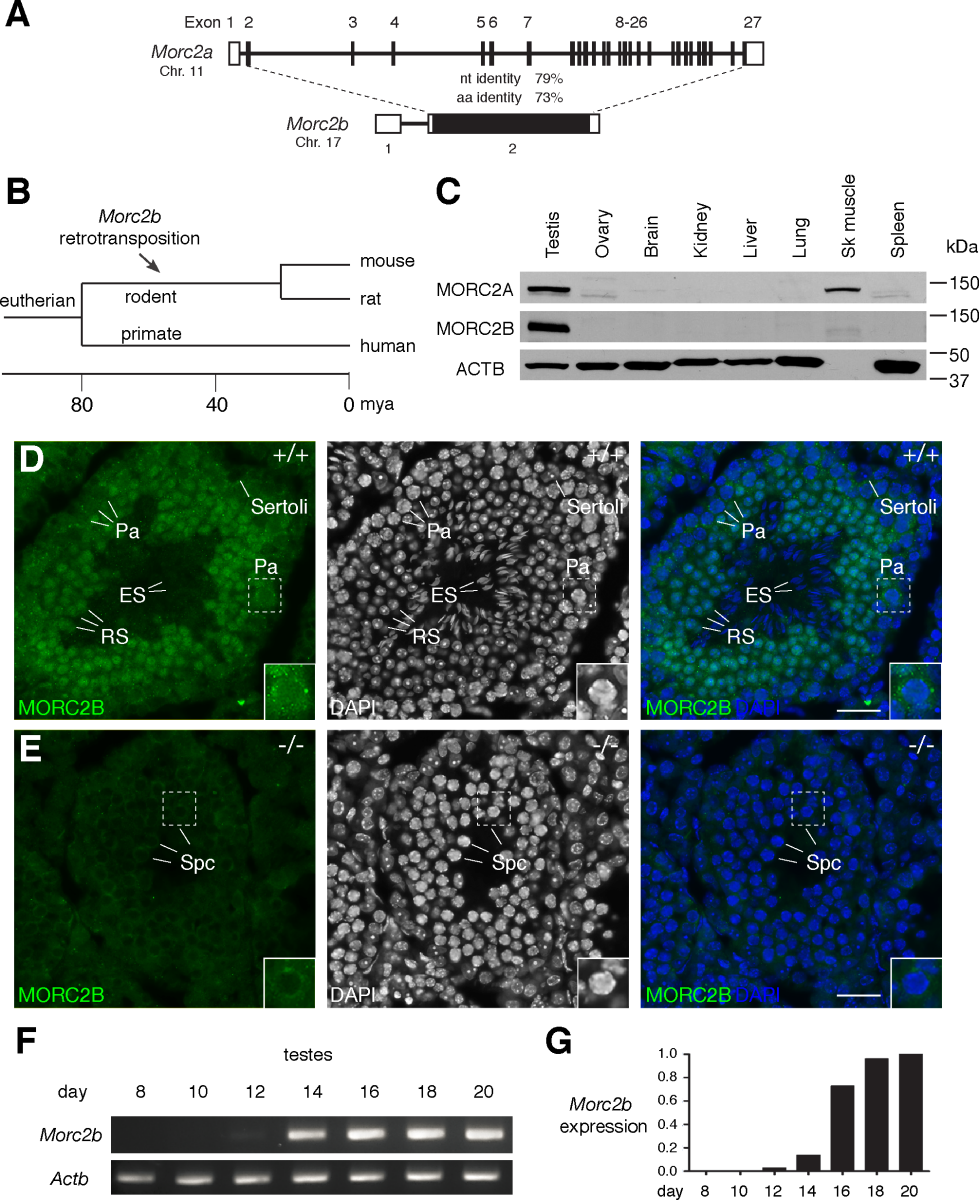
*Morc2b* is a retrotransposed germ cell-specific derivative of *Morc2a*. (A) Gene structure of *Morc2a* and *Morc2b*. Coding regions are shown in black. Percent identities of nucleotide (nt) and amino acid (aa) sequences in the coding region are shown. 5’ and 3’ untranslated regions (UTRs) lack significant nt identity and are represented as open boxes. (B) Timing of the *Morc2b* retrotransposition. mya, million years ago. (C) Western blot analysis of MORC2A and MORC2B in lysates from adult mouse tissues. ACTB served as a loading control. (D, E) Expression and subcellular localization of MORC2B in adult testes. Immunofluorescence analysis of MORC2B was performed on frozen sections from wild type (D) and *Morc2b*^-/-^ (E) testes. DNA was stained with DAPI. Insets show enlarged view of boxed regions. Abbreviations: Pa, pachytene spermatocytes; Spc, spermatocytes; RS, round spermatids; ES, elongated spermatids; Sertoli, Sertoli cells. Scale bars, 25 μm. (F) RT-PCR expression analysis of *Morc2b* in juvenile testes. *Actb* serves as a control. (G) Quantification of *Morc2b* expression in juvenile testes by real-time PCR. The expression level of *Morc2b* was normalized to *Actb*. The relative expression level at postnatal day 20 was set at 1.0.

### Expression and localization of MORC2B in germ cells

We next examined the spatiotemporal localization pattern of MORC2B in adult testis. MORC2B was detected in germ cells with a distinct developmental-specific expression pattern but not in somatic cells such as Sertoli cells (Fig 1D and 1E). MORC2B was present in meiotic spermatocytes, abundant in post-meiotic haploid round spermatids, and absent from elongated spermatids (Fig 1D). MORC2B localized to the nucleus in spermatocytes and strongly to the nucleus in round spermatids. Absence of immunofluorescence signals in *Morc2b*-deficient spermatocytes supported the specificity of the MORC2B antibody (Fig 1E). The observed tissue- and cell type-specific expression of MORC2B and its stage-specific subcellular localization suggest a germ cell-specific nuclear function of *Morc2b*.

We further examined the expression of *Morc2b* using juvenile testes (day 8 through day 20) (Fig 1F and 1G). The first wave of spermatogenesis is synchronized [29]. At postnatal day 8, testes contain spermatogonia but no spermatocytes. Pre-leptotene and leptotene spermatocytes first appear at day 10, zygotene spermatocytes at day 12, pachytene spermatocytes at day 14, and round spermatids at day 20. *Morc2b* expression was absent prior to day 12, was detected at a low level at day 12, and increased significantly at day 14 and beyond (Fig 1F and 1G). This expression pattern was consistent with the immunofluorescence analysis of MORC2B in adult testis (Fig 1D). In conclusion, *Morc2b* is not expressed in spermatogonia, begins to express in zygotene spermatocytes at a low level, and increases expression from pachytene spermatocytes through round spermatids.

### *Morc2b* is essential for meiosis and fertility in both sexes

To assess the function of *Morc2b*, we generated a *Morc2b*-null allele by targeted deletion of exon 2 through homologous recombination in embryonic stem cells (Fig 2A). Exon 2 includes the entire *Morc2b* coding region. The offspring from intercrosses of heterozygous (*Morc2b*^+/-^) mice exhibited a normal Mendelian distribution of genotypes (wt, 72; *Morc2b*^+/-^, 119; *Morc2b*^-/-^, 65; χ^2^ test, *p* = 0.44), suggesting that *Morc2b* is dispensable for embryonic and postnatal development.

**Fig 2:**
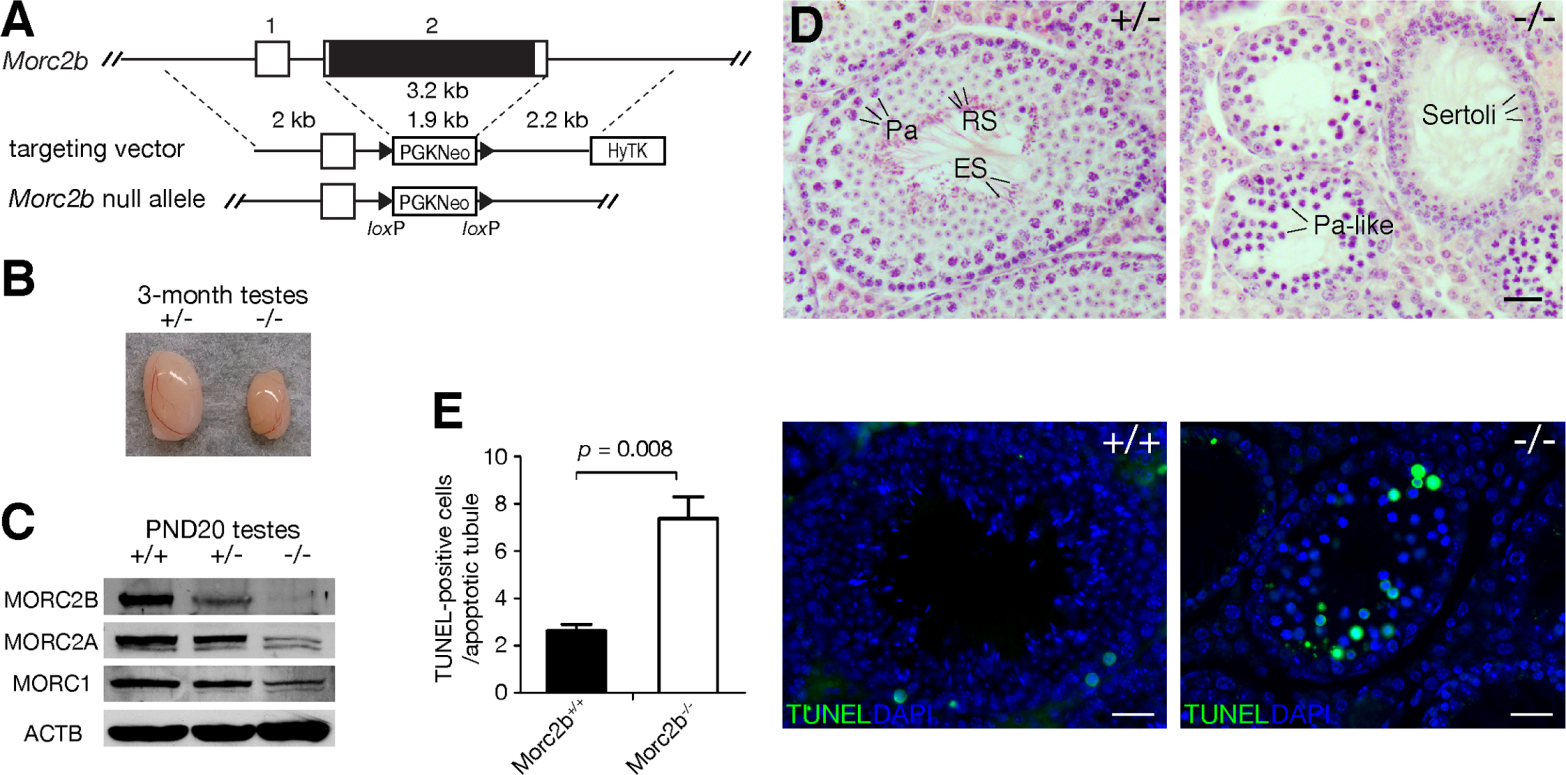
MORC2B is essential for male meiosis. (A) Targeted inactivation of the *Morc2b* gene. Deletion of exon 2 removes the entire coding region and thus results in a null allele. The neomycin selection marker PGKNeo is flanked by loxP sites. HyTK provides negative selection by ganciclovir. (B) Dramatic reduction in testis size in 3-month-old *Morc2b*^-/-^ males. (C) Western blot analysis of postnatal day 20 (PND20) *Morc2b*^+/-^ and *Morc2b*^-/-^ testes. ACTB serves as a loading control. (D) Histological analysis of 8-week-old *Morc2b*^+/-^ and *Morc2b*^-/-^ testes. Abbreviations: Pa, pachytene spermatocytes; RS, round spermatids; ES, elongated spermatids. Scale bars, 25 μm. (E) TUNEL analysis of seminiferous tubules from the testes of 8-week-old wild-type and *Morc2b*^-/-^ males. TUNEL-positive cells are shown in green. DNA was counterstained with DAPI. Scale bars, 25 μm. The graph on the left shows quantification of TUNEL-positive cells. Only tubule cross-sections with at least one TUNEL-positive cell (3 wild type testes and 3 *Morc2b*^-/-^ testes) were analyzed. 18 to 24 tubules per testis were counted. Statistical analysis was performed with Student’s *t*-test.

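In the NCBIM37 (mm9) annotation, the coding region of *Morc2b* extends from position 33272676 to 33275741 of chromosome 17 and lies within exon 2 (33272533 to 33275767). Exon 1 (33276152 to 33276628) is untranslated and lies outside the deletion.

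**Figure D1:**
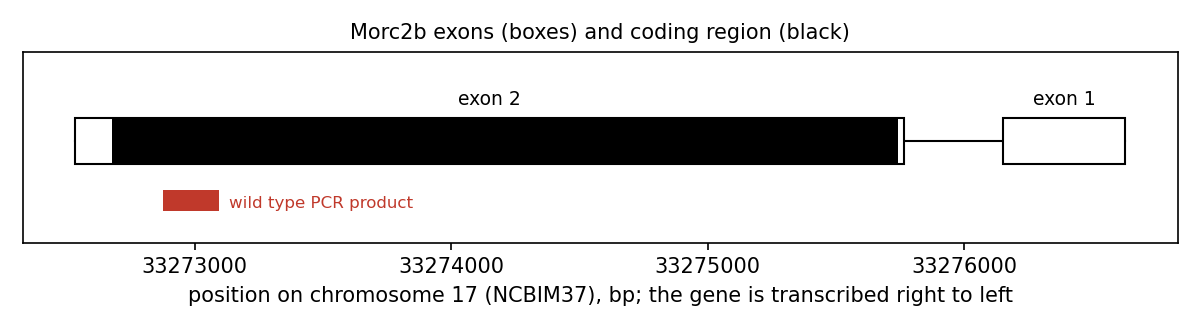
Map of *Morc2b* on chromosome 17 of NCBIM37, with position in bp on the horizontal axis. Boxes are exons, black is the coding region, the line is the intron, and the red bar is the 220-bp product of the wild-type genotyping PCR, which lies within the coding part of exon 2.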

*Morc2b*^-/-^ mice were viable and appeared to be grossly normal. However, both *Morc2b*^-/-^ males and females were sterile. Adult males of all genotypes were of similar body weight (age 2–3 months; wt and *Morc2b*^+/-^, 26.0 ± 3.9 g; *Morc2b*^-/-^, 26.6 ± 3.6 g), but *Morc2b*^-/-^ males had significantly smaller testes than *Morc2b*^+/-^ control males (Fig 2B). *Morc2b*^-/-^ testes weighed approximately 70% less than control testes (*Morc2b*^-/-^, 53.4 ± 8.3 mg vs wt and *Morc2b*^+/-^, 166.4 ± 17.5 mg, n = 4, p = 0.0001). Western blot analysis confirmed reduced levels and absence of MORC2B protein in *Morc2b*^+/-^ and *Morc2b*^-/-^ testes respectively; MORC1 and MORC2A were present at reduced abundance in *Morc2b*^-/-^ testes (Fig 2C). Histological analysis of testes revealed that spermatogenesis in *Morc2b*^-/-^ males did not progress beyond meiotic stages. Seminiferous tubules of heterozygous (*Morc2b*^+/-^) testes contained germ cells at all stages including pachytene spermatocytes, round and elongating spermatids, whereas *Morc2b*-deficient tubules contained early meiotic germ cells including pachytene-like spermatocytes but were devoid of any post-meiotic spermatids (Fig 2D). TUNEL analysis revealed that apoptosis was strongly increased in *Morc2b*^-/-^ testes, suggesting that *Morc2b*-null spermatocytes were eliminated by apoptosis due to the activation of the pachytene checkpoint in response to meiotic defects (Fig 2E) [30, 31]. As expected, sperm were absent in *Morc2b*^-/-^ epididymides.

The ovaries of adult *Morc2b*^-/-^ female mice were much smaller than those from heterozygous littermates and were devoid of oocytes (Fig 3A). To determine the time point of oocyte loss, we performed immunofluorescence analysis of ovaries with anti-YBX2 antibodies to label oocytes [32]. Oocytes were present in *Morc2b*^-/-^ ovaries at birth (Fig 3B) but disappeared by postnatal day 2 (Fig 3C). TUNEL analysis showed increased apoptosis of oocytes in *Morc2b*^-/-^ ovaries at birth (Fig 3D). Perinatal loss of oocytes was observed in several recombination-defective mouse mutants (*Dmc1*, *Msh5*, *Atm*, *Meiob*, or *Prdm9*) [16, 33, 34]. The early postnatal loss of oocytes in *Morc2b*^-/-^ mice therefore suggests severe defects in female meiosis. This data is consistent with the expression of *Morc2b* during meiosis in embryonic ovaries [16]. The *Morc2b* (previously referred to as *4932411A10Rik*) transcript is only present in embryonic ovaries at E13.5 and E14.5, but not at E15.5 and beyond including adulthood [16]. Collectively, our results show that *Morc2b* is essential for meiosis and fertility in both sexes.

**Fig 3:**
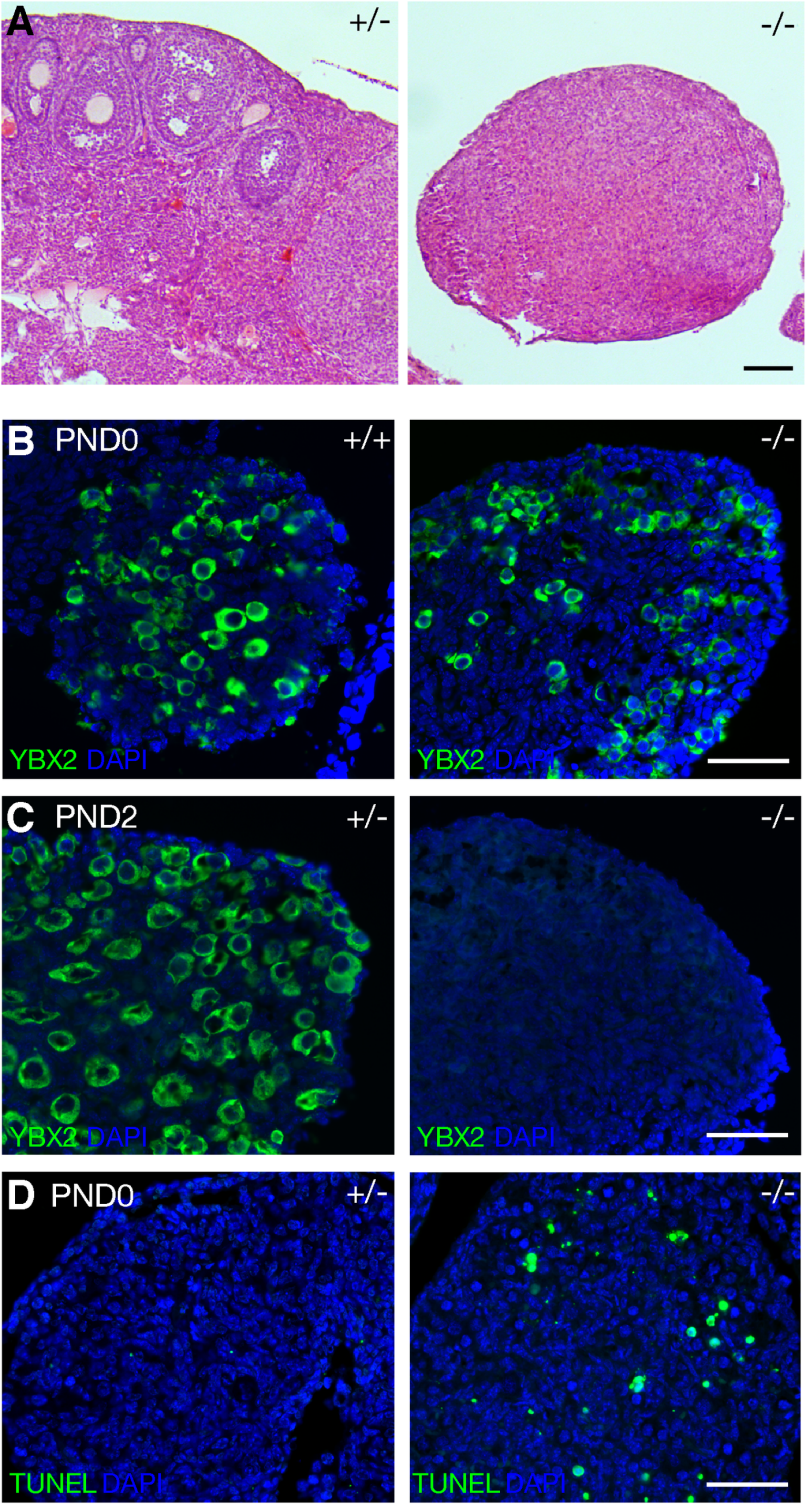
MORC2B is essential for oogenesis. (A) Histological analysis of the ovaries from 3-month-old *Morc2b*^+/-^ and *Morc2b*^-/-^ females. (B, C) Postnatal loss of oocytes in *Morc2b*^-/-^ ovaries. Frozen sections from postnatal day 0 (PND0) and 2 (PND2) ovaries were immunostained with anti-YBX2 antibodies. YBX2 is specifically expressed in oocytes [32]. (D) TUNEL analysis of PND0 ovaries. Scale bars: 100 μm (A), 50 μm (B-D).

### Failure of chromosomal synapsis in *Morc2b*^-/-^ germ cells

We assessed chromosomal synapsis by immunofluorescence analysis of spread nuclei using antibodies against SYCP2, a component of synaptonemal complex (SC) axial elements, and SYCP1, a component of SC transverse elements [35, 36]. SC axial elements are formed at the leptotene stage, initiate synapsis through physical juxtaposition at the zygotene stage, achieve full synapsis on autosomes at the pachytene stage, and subsequently separate at the diplotene stage [37]. Wild-type pachytene spermatocytes contained fully synapsed autosomes, whereas the most advanced spermatocytes from *Morc2b*^-/-^ males were at a pachytene-like stage, characterized by apparent chromosome pairing and formation of SC axial elements (SYCP2) but absence of full chromosomal synapsis (Fig 4A). We quantified spermatocytes at different stages from juvenile wild type and *Morc2b*^-/-^ males and found that diplotene spermatocytes were absent in *Morc2b*^-/-^ males, indicating meiotic arrest at the pachytene-like stage (Fig 5).

**Fig 4:**
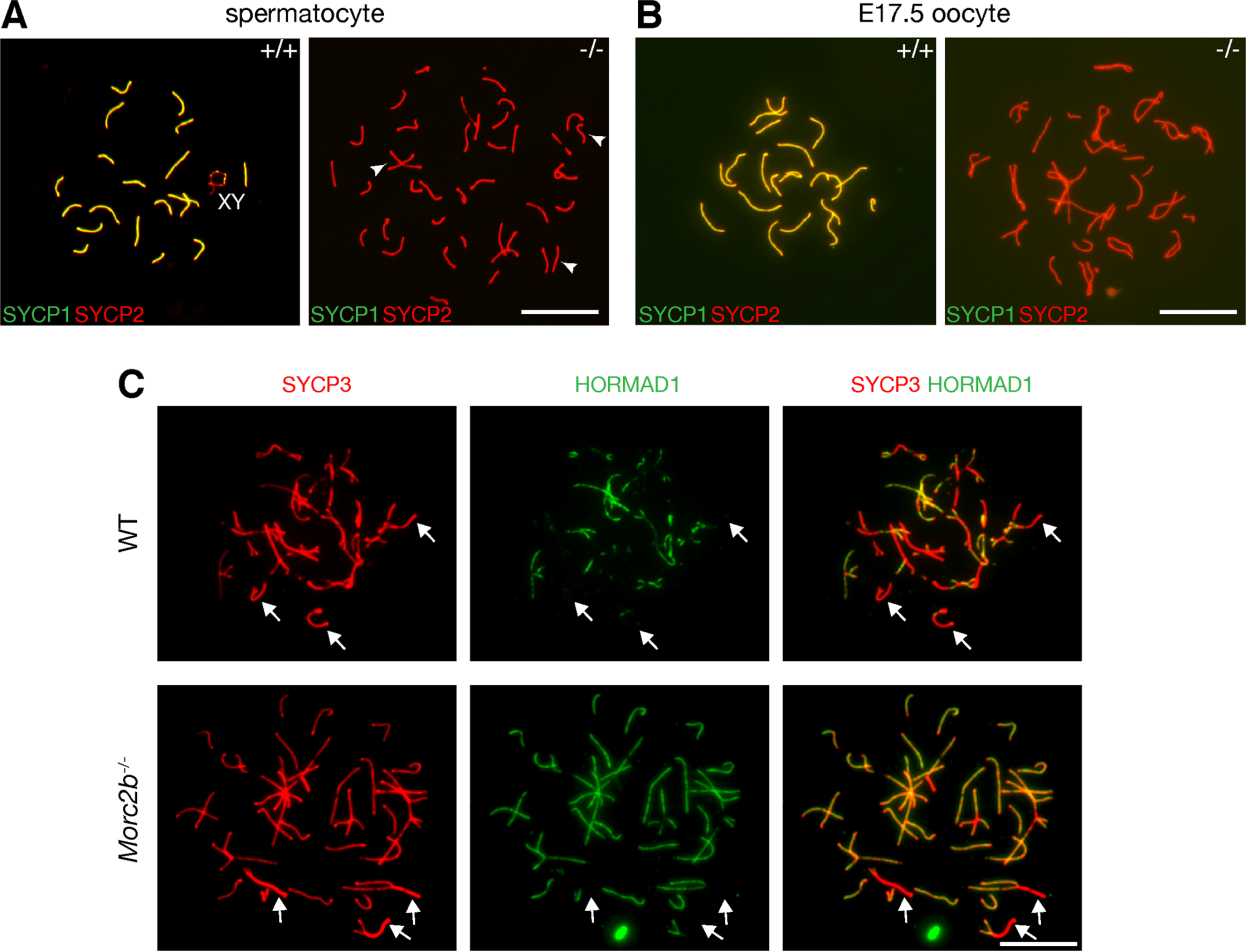
MORC2B is required for chromosomal synapsis in meiosis in both sexes. (A) Surface spread nuclei of spermatocytes from the testes of juvenile wild type and *Morc2b*^-/-^ males were immunostained for synaptonemal complex proteins (SYCP1 and SYCP2). The sex chromosomes in wild type pachytene spermatocyte (left) are labelled. Three paired chromosomes in *Morc2b*^-/-^ spermatocytes are indicated by arrowheads. (B) Surface spread nuclei of oocytes from wild type and *Morc2b*^-/-^ embryonic day 17.5 (E17.5) embryos were immunostained for SYCP1 and SYCP2. Note the apparent pairing and alignment of presumably homologous chromosomes judged by the equal length of SC axial elements in the *Morc2b-*deficient oocyte. (C) Surface spread nuclei of spermatocytes from wild type and *Morc2b*^-/-^ postnatal day 18 testes were immunostained for SYCP3 and HORMAD1. Arrows indicate synapsed regions. Scale bars, 10 μm.

**Fig 5:**
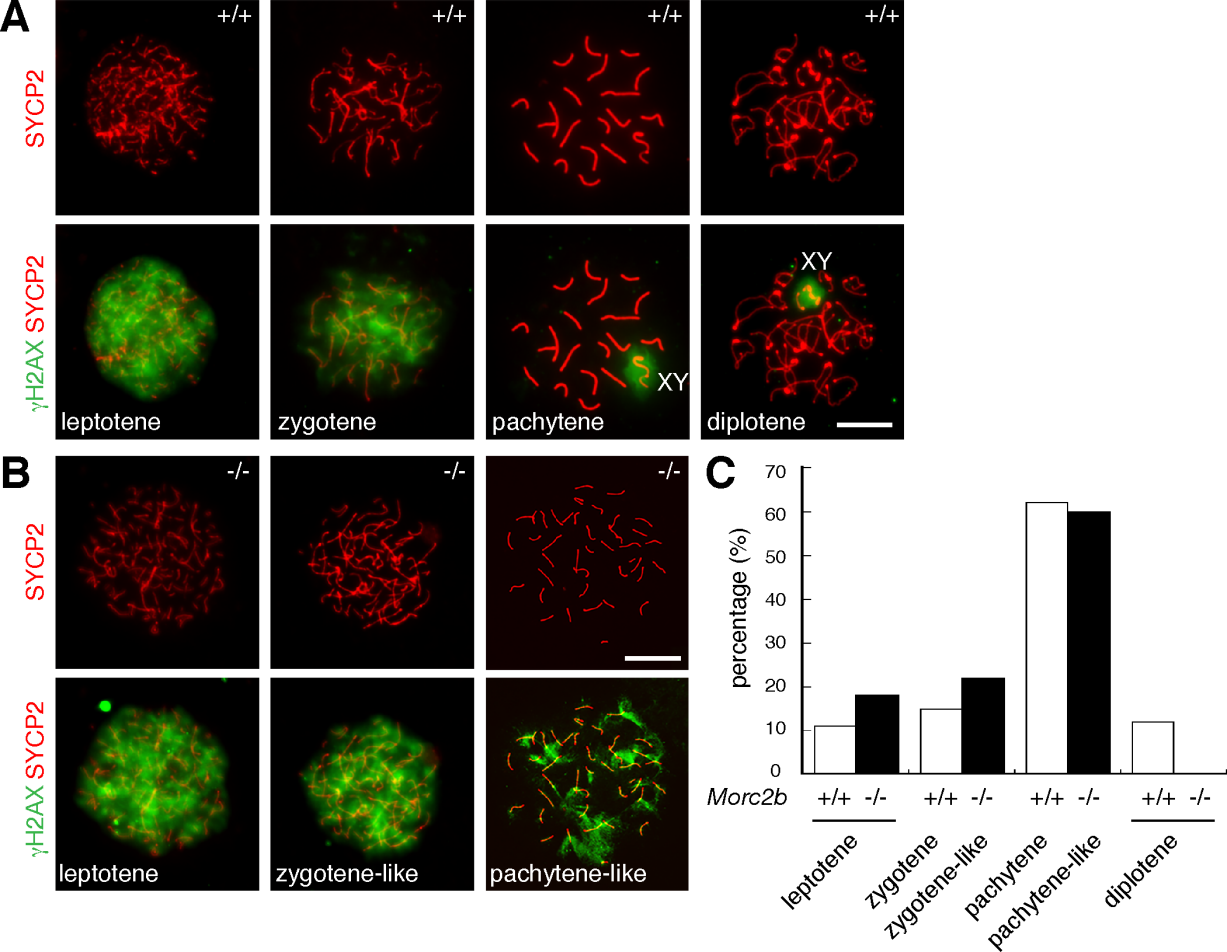
Persistence of γH2AX in *Morc2b*^-/-^ spermatocytes. (A, B) Spread nuclei of spermatocytes from wild type (A) and *Morc2b*^-/-^ (B) males at PND25 were immunostained with anti-SYCP2 and anti-γH2AX antibodies. Representative images of wild type spermatocytes at the leptotene through diplotene stages are shown. In *Morc2b*^-/-^ males, zygotene-like spermatocytes formed lateral elements and contained a high level of γH2AX, whereas pachytene-like spermatocytes showed more prominent lateral elements, alignment of lateral elements, and a low level of γH2AX. (C) Percentage of spermatocytes at meiotic stages (leptotene through diplotene). The number of spermatocytes analysed: wild type, 460; *Morc2b*^-/-^, 480. Scale bars, 10 μm.

We identified similar defects in meiotic progression in *Morc2b*^-/-^ oocytes (Fig 4B). Female germ cells enter meiosis shortly after sex determination during embryogenesis. At embryonic day 17.5 (E17.5), wild type pachytene oocytes had all 20 chromosome pairs fully synapsed, whereas *Morc2b*^-/-^ ovaries did not contain normal pachytene stage oocytes. The most advanced oocytes were at a pachytene-like stage as characterized by pairing and alignment of chromosomes and absence of extensive synapsis (Fig 4B). The defects in chromosomal synapsis were strikingly similar between *Morc2b*-deficient spermatocytes and oocytes. These results demonstrate that MORC2B is required for chromosomal synapsis during meiosis in both sexes.

HORMAD1 is associated with unsynapsed chromosomes [38–40]. In both wild type and *Morc2b*^-/-^ spermatocytes, HORMAD1 localized to the SC axial elements (SYCP3) of unsynapsed chromosomes but was excluded from synapsed regions (Fig 4C). This result is consistent with the synapsis defects in *Morc2b*^-/-^ mice.

### MORC2B is essential for meiotic recombination

To monitor meiotic recombination in *Morc2b*-deficient spermatocytes, we evaluated the formation of DNA double strand breaks (DSBs) and localization of recombination nodules in spread nuclei of *Morc2b*^-/-^ spermatocytes. During meiosis, following PRDM9-mediated chromatin changes at recombination hotspots, the SPO11 protein catalyses the formation of DSBs, which elicits the DNA damage response [19, 21, 41–43], leading to activation of the ATM kinase and subsequent phosphorylation of H2AX (termed γH2AX). At the leptotene and zygotene stages, γH2AX is present on autosomal chromatin and distributed widely throughout the nucleus (Fig 5A). The presence of strong γH2AX signals suggested that DSBs are formed in *Morc2b*^-/-^ leptotene and zygotene spermatocytes (Fig 5B). In normal spermatocytes, γH2AX disappears from the autosomes following meiotic DSB repair and becomes restricted to the XY chromatin during the pachytene and diplotene stages, concomitant with meiotic sex chromatin inactivation (Fig 5A). However, the pachytene-like *Morc2b*^-/-^ spermatocytes remained γH2AX-positive throughout the nucleus and failed to form a sex body (Fig 5B), suggesting a failure in the repair of meiotic DSBs.

Meiotic recombination is executed through coordinated actions of a large number of DNA repair proteins [37]. We examined four single-stranded DNA-binding proteins: RPA, MEIOB, RAD51, and DMC1 (Fig 6). These recombination proteins form distinct foci on meiotic chromosomes. The RPA heterotrimer consists of RPA1, RPA2, and RPA3. RPA binds to ssDNA ends of the meiotic DSBs [44]. MEIOB forms a heterodimer with SPATA22 and interacts with RPA [34, 45, 46]. RAD51 and DMC1 are recombinases. RAD51 and DMC1 form filaments on RPA-coated ssDNA and direct strand invasion into the homologous chromosome, which is required for crossover formation, homologue pairing, and chromosomal synapsis [47]. Consistent with the formation of DSBs, unsynapsed chromosomes in *Morc2b*^-/-^ spermatocytes contained abundant foci of these recombination proteins (Fig 6). The initial number of RPA2, MEIOB, and RAD51 was similar between *Morc2b*^+/-^ and *Morc2b*^-/-^ spermatocytes at the leptotene stage. With the progression of meiotic recombination, the number of RPA2 and RAD51 foci decreased progressively in control (*Morc2b*^+/-^) spermatocytes, however, the number of RPA2 foci was sharply higher in *Morc2b*^-/-^ spermatocytes at both zygotene-like and pachytene-like stages (Fig 6A) and the number of RAD51 foci was higher at the pachytene-like stage (Fig 6C). The number of MEIOB foci also increased in *Morc2b*^-/-^ spermatocytes at the zygotene-like and pachytene-like stages (Fig 6B). These defects further suggested that meiotic DSBs were not repaired in the absence of MORC2B. In contrast, the number of DMC1 foci decreased significantly in *Morc2b*^-/-^ spermatocytes, suggesting defects in strand invasion and/or stabilization of homologue pairing (Fig 6D). Such defects were consistent with the failure in chromosomal synapsis in *Morc2b*-deficient germ cells (Fig 4). Furthermore, we did not detect MLH1 foci, representing sites of future crossovers, in *Morc2b*^-/-^ spermatocytes. These results demonstrate that MORC2B is required for meiotic recombination.

**Fig 6:**
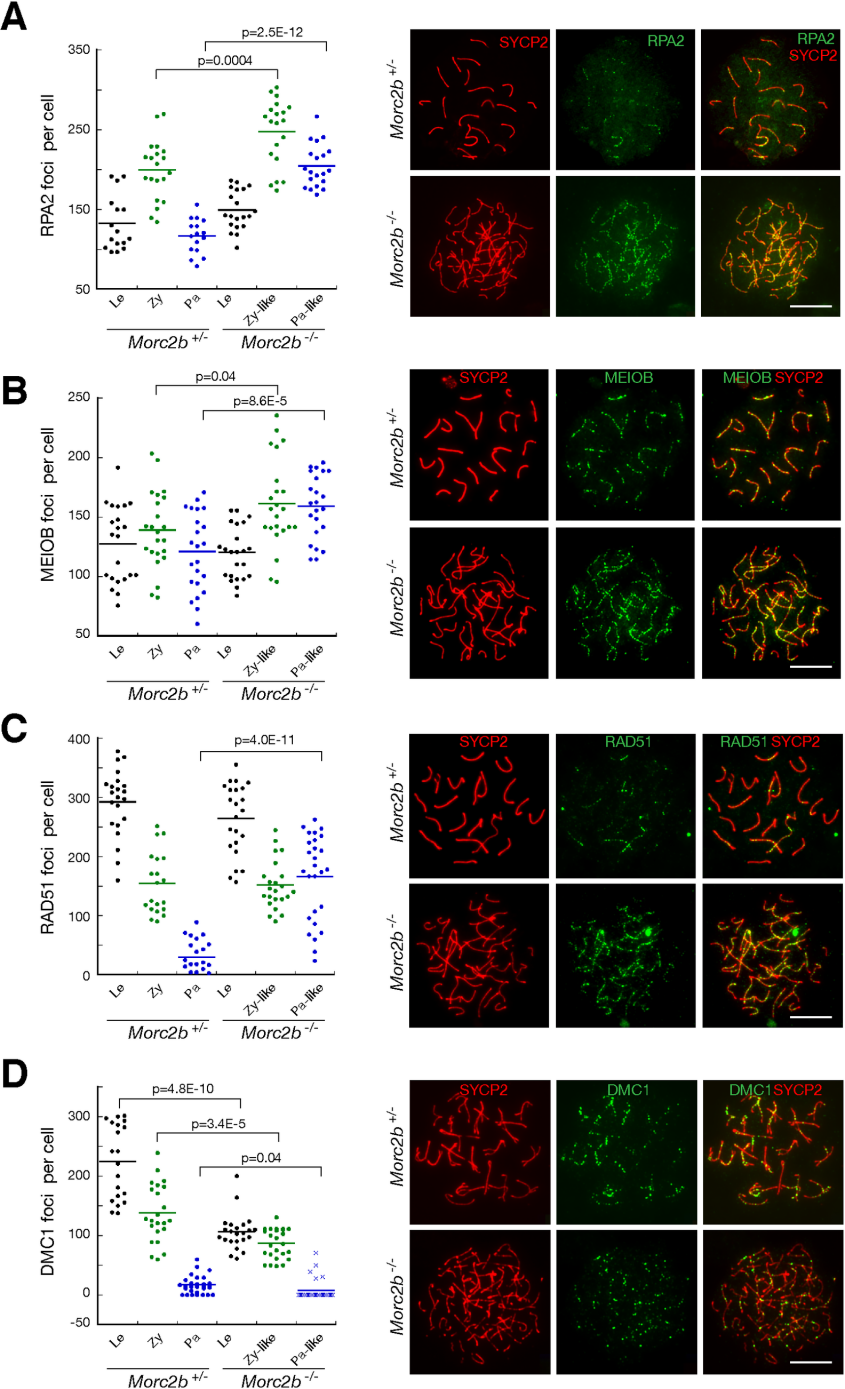
MORC2B is essential for meiotic recombination. Immunofluorescence was performed on spread nuclei of spermatocytes from *Morc2b*^+/-^ and *Morc2b*^-/-^ testes at postnatal day 18. Based on the morphology of the synaptonemal complex (SYCP2 immunolabelling), spermatocytes were categorized into the following stages: leptotene (Le), zygotene (Zy), pachytene (Pa), zygotene-like (Zy-like), and pachytene-like (Pa-like). Each dot represents the number of DNA repair protein foci per cell. Solid lines show the average number of foci for each category of spermatocytes. (A) RPA2 foci. (B) MEIOB foci. (C) RAD51 foci. (D) DMC1 foci. Representative images of spermatocytes at pachytene or pachytene-like stages are shown (A-C). Spermatocytes at zygotene and zygotene-like stages are shown in D. Scale bars, 10 μm. Statistics was performed by Student’s *t* test.

### Lack of change in the levels of retrotransposons and H3K4me3 in *Morc2b*^-/-^ testes

Loss of MORC1 causes upregulation of retrotransposons in male germ cells [13]. We examined the expression of LINE1 and IAP retrotransposons in *Morc2b*^-/-^ testes. In contrast with the upregulation of LINE1 and IAP in *Mov10l1*^-/-^ testes (positive control) [48], retrotransposons were not de-silenced in *Morc2b*^-/-^ testes (S3 Fig), implying functional divergence of these two MORC family members.

PRDM9 catalyzes trimethylation of H3K4 and consequently loss of PRMD9 reduces the level of H3K4me3 in male meiotic germ cells [16]. We confirmed the reduced level of H3K4me3 in spermatocytes from *Prdm9*^-/-^ testes (S4 Fig). *Morc2b* was reported to be a PRDM9 target gene [16]. We found that the H3K4me3 level was comparable in spermatocytes between wild type and *Morc2b*^-/-^ males (S4 Fig), suggesting that loss of MORC2B is not responsible for reduced H3K4me3 in *Prdm9*^-/-^ testes.

### Misregulated expression of meiosis-specific genes in *Morc2b*^-/-^ testes

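RNA was sequenced from 8 pairs of testes at postnatal day 12, 4 from wild type and 4 from *Morc2b*-/- males. The methods and the sample labels call the control group wild type, whereas the text that accompanies the deposited data calls it *Morc2b*+/-. The samples were analysed here as wild type. The authors prepared stranded mRNA libraries, pooled them in equal amounts for sequencing, trimmed adapters and mapped the reads to NCBI37/mm9 with Tophat. For the paper, expression was estimated as FPKM with Cufflinks and compared with Cuffdiff. The deposited values analysed here are raw read counts for 35819 RefSeq transcripts, without normalization. The paper's text does not name the counting program. Reads that overlapped more than 1 listed transcript had been set aside as ambiguous and appear under no transcript. They made up 26.8% to 28.8% of the uniquely aligned reads in each sample. Counts on transcripts totalled 36346836, 27144796, 27712332 and 32380310 in wild type replicates 1 to 4, with a median of 30046321. They totalled 30989233, 36941755, 34703257 and 29585378 in *Morc2b*-/- replicates 1 to 4, with a median of 32846245. Transcripts were summed by gene symbol, which gave 24651 genes. Counts were scaled by edgeR's TMM method and are given as CPM, the counts scaled to a common library size. The genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. This test covered the 13507 genes that passed edgeR's filter on low counts.

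The targeted gene was examined first. *Morc2b* had 428, 443, 24 and 1272 counts in wild type replicates 1 to 4, and 10, 10, 115 and 2 counts in *Morc2b*-/- replicates 1 to 4. Its mean was 17.2 ± 16.5 CPM (SD, n = 4) in wild type and 0.989 ± 1.54 CPM (SD, n = 4) in *Morc2b*-/- testes. Wild type replicate 3, with 0.857 CPM, was below *Morc2b*-/- replicate 3, with 3.29 CPM. The log2 fold change in *Morc2b*-/- testes was -4.09 (standard error 1.21, adjusted p = 0.9998 from edgeR's quasi-likelihood test). An exact two-sided permutation test of its log2 CPM gave p = 0.0571, and 0.419 after Benjamini-Hochberg adjustment over 22 genes examined singly. Counts cover the whole transcript, so reads from the retained exon 1 are not separated from reads from exon 2. With 1 replicate left out at a time, the log2 fold change ranged from -6.23 to -3.26.

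Replicate numbers in the labels were also used to pair the samples. Deviations from the genotype means had a mean correlation across genes of 0.0548 between same-numbered wild type and *Morc2b*-/- samples (4 pairs, -0.322 to 0.453). Between different-numbered samples it was -0.0156 (12 pairs, -0.498 to 0.614). With the replicate number as a block, the log2 fold change of *Morc2b* was -4.50. No 2 samples matched within sampling noise, as the chi-square per degree of freedom between their counts was 7.41 or more for every pair.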

Since the MORC family proteins are involved in chromatin remodelling, we sought to examine the transcriptome in *Morc2b*^-/-^ testes by RNA-seq. We chose testes at postnatal day 12 for two reasons. First, *Morc2b* begins its expression at day 12 (Fig 1G). Second, the histology of testes is comparable between wild type and *Morc2b*^-/-^ males at day 12, when the most advanced germ cells are at the zygotene stage. 

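In the count data, 0 of 13507 tested genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, so 0 genes were downregulated and 0 were upregulated at that threshold. At an unadjusted p-value under 0.05 there were 249 genes (1.84% of those tested). The smallest unadjusted p-value was 0.000511, which became 0.9998 after Benjamini-Hochberg adjustment. Among the alternatives tried, DESeq2 changed the count most and gave 1 downregulated gene. With the replicate number as a block, 0 genes passed and 572 had an unadjusted p-value under 0.05.

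The 71 entries of S1 Table were then located in the counts. Of these, 13 entries had fewer than 10 counts in all 8 samples together. Of the other 58 entries, 55 had a difference in mean CPM in the direction given in S1 Table. The low-count filter retained 46 entries, 36 downregulated and 10 upregulated in S1 Table. The log2 fold change had the sign of S1 Table for 43 of them and the opposite sign for 3. Among these 3 is the entry shared by *Msh5* and *Sapcd1*, for which only *Sapcd1* could be tested. Across the 46 entries, log2 fold changes from the counts and the paper's values had a Pearson r of 0.957 and Spearman rho of 0.955. Genes are not independent replicates, and both sets of values come from the same samples. The median absolute difference between the values was 0.12. For 16 of the 46 entries the unadjusted p-value was under 0.05 with the sign of S1 Table. The replicates of the 2 genotypes did not overlap for 3 of the 46 entries.

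**Figure D2:**
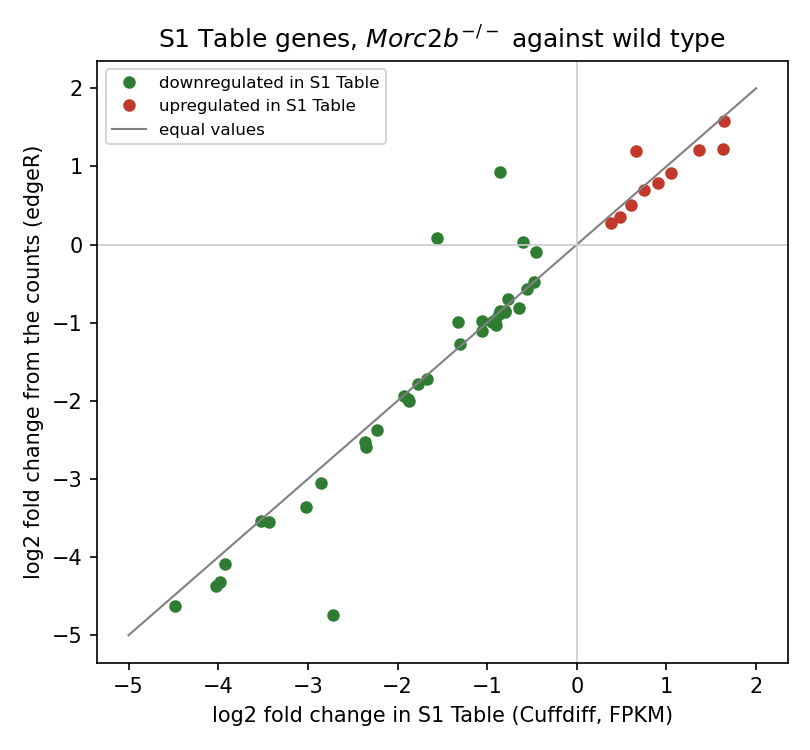
Log2 fold change in *Morc2b*-/- against wild type testes for the 46 tested entries of S1 Table, with the paper's Cuffdiff value on the horizontal axis and the value from the counts by edgeR on the vertical axis. Each point is 1 entry, green for downregulated and red for upregulated in S1 Table. Most lie near the line of equal values (Pearson r = 0.957). The entry shared by *Msh5* and *Sapcd1* is drawn from *Sapcd1* alone.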

Analysis of RNA-seq data identified 71 differentially expressed genes: 57 downregulated and 14 upregulated in *Morc2b*^-/-^ testes (Fig 7A and S1 Table). Seven genes (six downregulated and one upregulated) were chosen for validation by real-time PCR. 

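The 7 genes chosen for real-time PCR were examined in the RNA-seq counts of the day 12 samples. *Piwil1* (chromosome 5, 129242121 to 129261349, NCBIM37) was at 58.0 ± 51.4 CPM (SD, n = 4) in wild type and 15.2 ± 0.551 CPM (SD, n = 4) in *Morc2b*-/- testes. Its log2 fold change was -1.93 (standard error 0.53, adjusted p = 0.9998 from edgeR's quasi-likelihood test). All *Morc2b*-/- samples were below all wild type samples, for which the exact two-sided permutation test gave p = 0.029, the smallest value that 4 against 4 samples allow. After adjustment over 22 genes examined singly this was 0.419. *Ccdc108* fell by 2.52 on the log2 scale (standard error 0.74), from 21.97 ± 23.3 to 3.83 ± 1.24 CPM. *Zmynd10* fell by 2.37 (standard error 0.89), from 12.9 ± 11.9 to 2.48 ± 2.11 CPM. *Adam2* fell by 1.98 (standard error 0.98), from 18.3 ± 18.7 to 4.65 ± 3.34 CPM. *Ybx2* fell by 0.70 (standard error 0.34), from 4.32 ± 2.04 to 2.66 ± 0.853 CPM. *Ybx2* is listed under 2 transcripts, and reads shared between them had been set aside. In these 4 genes the values of the 2 genotypes overlapped, and exact permutation p-values of the unpaired samples ranged from 0.114 to 0.343. *Ccnb3* was upregulated, with a log2 fold change of 0.79 (standard error 0.35). *Msh5* had 0 counts in every sample and could not be tested. It is listed under 4 RefSeq accessions, and reads that overlap more than 1 listed transcript had been set aside as ambiguous. For all 6 genes with counts, the adjusted p-value was 0.9998. Each of the 5 downregulated genes was highest in wild type replicate 4. Without that sample, the log2 fold changes of *Piwil1*, *Ccdc108*, *Zmynd10*, *Adam2* and *Ybx2* were -1.12, -1.48, -1.56, -1.03 and -0.34. With the replicate number as a block, the log2 fold changes of *Piwil1*, *Ccdc108*, *Zmynd10*, *Adam2*, *Ybx2* and *Ccnb3* were -1.54, -1.98, -2.37, -1.89, -0.65 and 0.70. Paired by replicate number, *Piwil1* and *Ybx2* were lower in the *Morc2b*-/- sample in 4 of 4 pairs (exact sign-flip permutation test, p = 0.125, the smallest value that 4 pairs allow). *Ccdc108*, *Zmynd10* and *Adam2* were lower in 3 of 4 pairs, and *Ccnb3* was higher in 3 of 4. The standard error of *Ybx2* was 0.14 with the block, and its adjusted p-value from edgeR was 0.985.

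**Figure D3:**
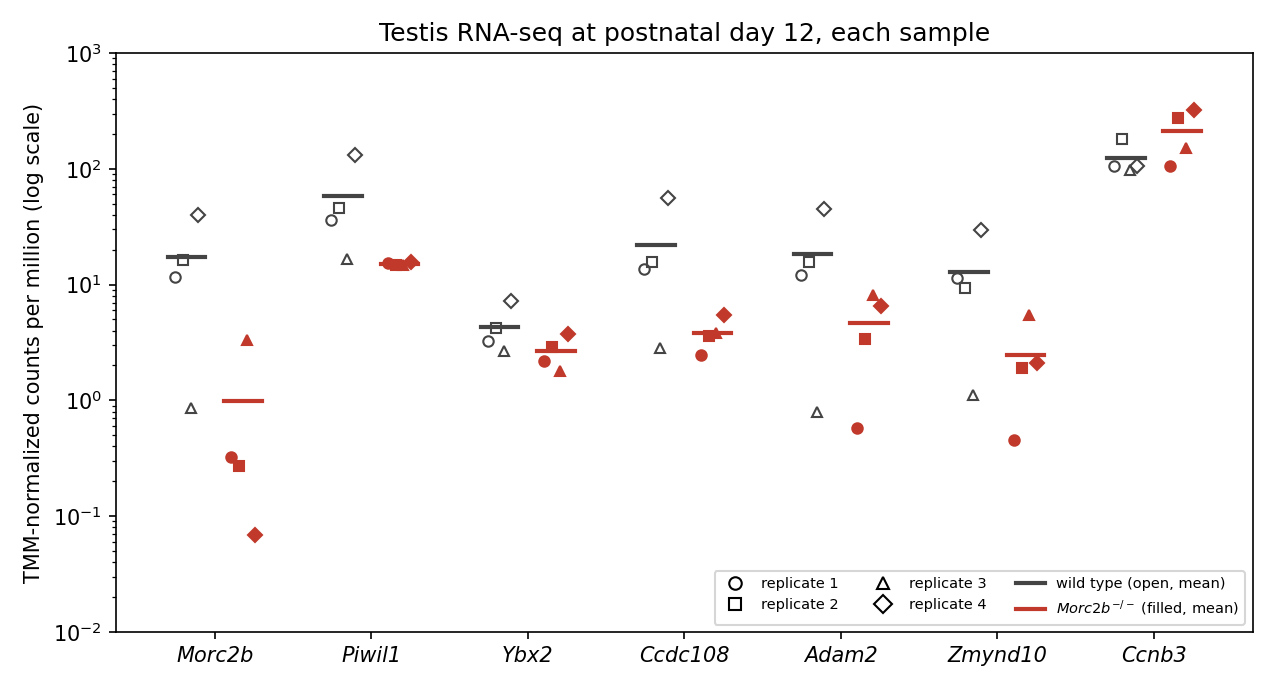
TMM-normalized CPM, on a log scale, of *Morc2b* and the 6 genes with counts in each sample, with wild type as open grey and *Morc2b*-/- as filled red symbols. Symbols mark the replicate number and horizontal lines the group means, and wild type replicate 3 lies close to or among the *Morc2b*-/- samples in the downregulated genes.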

The differential expression was confirmed for all seven genes at day 12 (Fig 7B). As expected, their expression was comparable between wild type and *Morc2b*^-/-^ testes at day 10 (Fig 7B). Gene ontology analysis identified meiotic cell cycle as the most affected biological process (Fig 7C). 

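The Gene Ontology annotation was not used here. The genes of the synapsis and recombination proteins that the paper names were taken as a set instead, 18 genes in all, of which 15 passed the low-count filter. For each sample, the log2 CPM of each gene was centred on its mean over the 8 samples and averaged over the set. This average was 0.05 ± 0.24 (SD, n = 4) in wild type and -0.05 ± 0.34 (SD, n = 4) in *Morc2b*-/- testes. The difference of -0.10 was within the spread between replicates (exact two-sided permutation test, p = 0.60). With samples paired by replicate number it was again -0.10, and the exact sign-flip permutation test gave p = 0.250, where 4 pairs allow no value below 0.125.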

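*Ccnb3* (chromosome X, 6556778 to 6618745, NCBIM37) had 3867, 4972, 2754 and 3346 counts in wild type replicates 1 to 4 and 3258, 10109, 5300 and 9287 counts in *Morc2b*-/- replicates 1 to 4. It was at 123 ± 39.8 CPM (SD, n = 4) in wild type and 212.5 ± 100.5 CPM (SD, n = 4) in *Morc2b*-/- testes. Its log2 fold change was 0.79 (standard error 0.35, adjusted p = 0.9998 from edgeR's quasi-likelihood test), and it was among the 249 genes with an unadjusted p-value under 0.05. *Morc2b*-/- replicate 1 (105.3 CPM) lay within the wild type range, and the exact two-sided permutation test gave p = 0.200. *Msh5* (chromosome 17, 35165550 to 35183690, NCBIM37) was listed at 0 counts in all 8 samples. Since reads on overlapping transcripts had been set aside before the counts were made, its expression could not be measured from them. S1 Table lists *Msh5* in 1 entry together with *Sapcd1*. *Sapcd1* had 39, 44, 32 and 38 counts in wild type replicates 1 to 4 and 61, 91, 55 and 104 counts in *Morc2b*-/- replicates 1 to 4.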

Interestingly, two meiosis-specific genes *Msh5* and *Ccnb3* are downregulated and upregulated respectively. MSH5, a DNA repair protein, is required for chromosomal synapsis [49, 50]. CCNB3 is a meiosis-specific cyclin [51]. These data strongly suggest that mis-regulated expression of meiosis-specific genes may contribute to the meiotic defects in *Morc2b*^-/-^ mice.

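With 1 sample left out at a time, the log2 fold change of *Ccnb3* stayed between 0.52 and 1.05, and with the replicate number as a block it was 0.70. *Msh5* gave no value under any setting. The average difference of the synapsis and recombination genes ranged from -0.22 to 0.02 when 1 sample was left out. From its 71 differentially expressed genes, its real-time PCR of 7 of them, its gene ontology analysis, and the meiotic roles of *Msh5* and *Ccnb3*, the paper proposes that misregulation of meiosis-specific genes may contribute to the meiotic defects.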

**Fig 7:**
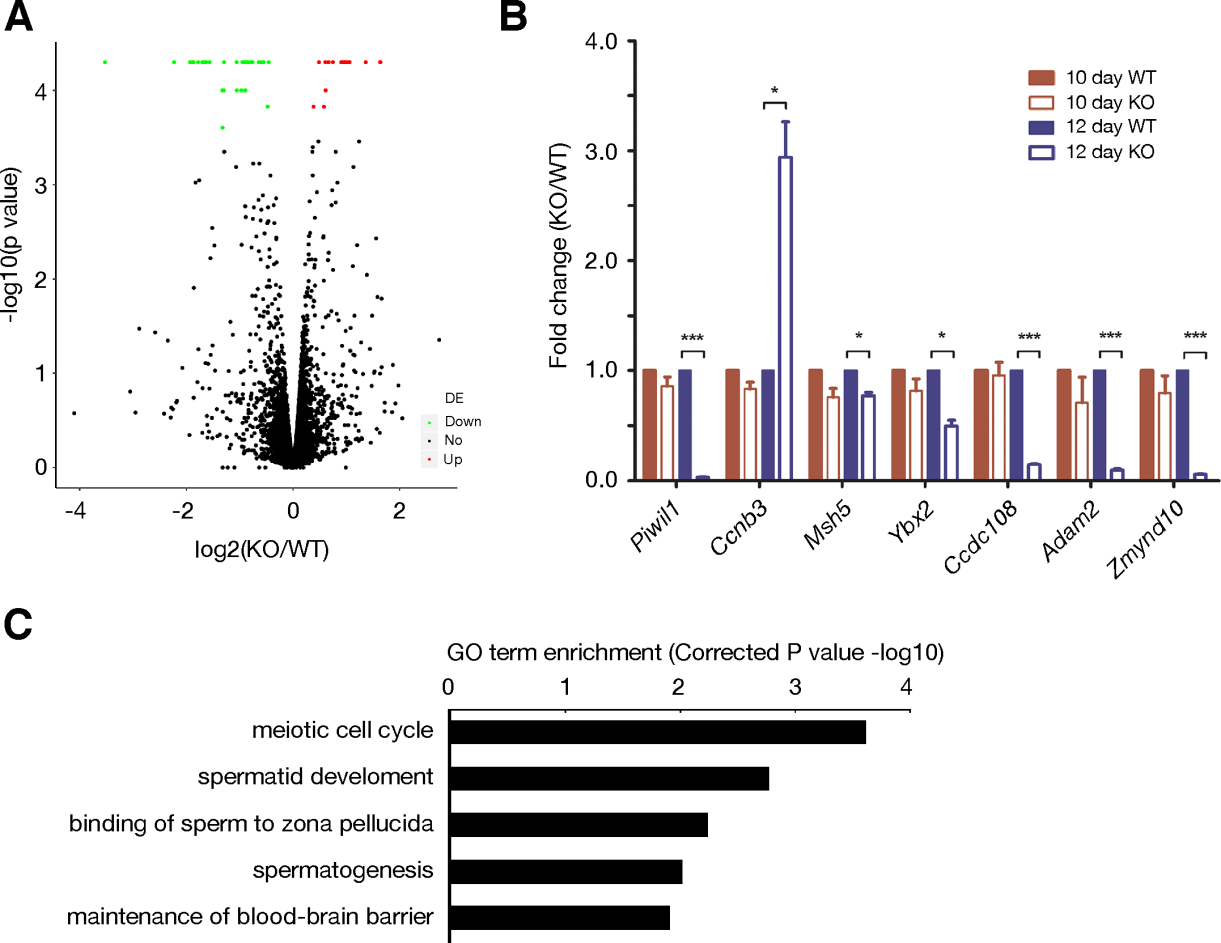
Transcript profiling analysis of wild type and *Morc2b*^-/-^ testes. (A) Volcano plot of transcript levels between wild type and *Morc2b*^-/-^ testes at postnatal day 12. The expression cut-off is at least 1 FPKM in either wild type or *Morc2b*^-/-^ testes. The differentially expressed genes (FDR < 0.05) are highlighted in red (upregulated in *Morc2b*^-/-^) and green (downregulated in *Morc2b*^-/-^). (B) Validation of differentially expressed genes by real-time PCR analysis. Statistics was performed with Student’s *t*-test: *, p<0.05; **, p<0.01; ***, p<0.001. (C) GO term enrichment in differentially expressed genes.

### MORC2B interacts with MORC2A

To identify MORC2B-interacting partners, we performed immunoprecipitation (IP) with testicular protein extracts using the MORC2B antibody. Two protein bands were present in immunoprecipitated proteins from wild type testis but not detected in *Morc2b*^-/-^ testis IP (Fig 8A). The upper band had the same apparent molecular weight as MORC2B and contained both MORC2A and MORC2B and three other proteins (Fig 8A and S2 Table). Mass spectrometry of the lower unique band identified three proteins: DDX41, HSP72, and ARID3B (S3 Table). We verified the association of MORC2A and MORC2B in testes by co-IP and western blot analyses and confirmed that MORC2B was present in the immunoprecipitated proteins from wild type testes with anti-MORC2A antibody (Fig 8B). Additionally, co-expression and co-IP in HEK 293T cells also validated the association between MORC2A and MORC2B (Fig 8C). Our results suggest that MORC2B may regulate meiosis through interaction with MORC2A.

**Fig 8:**
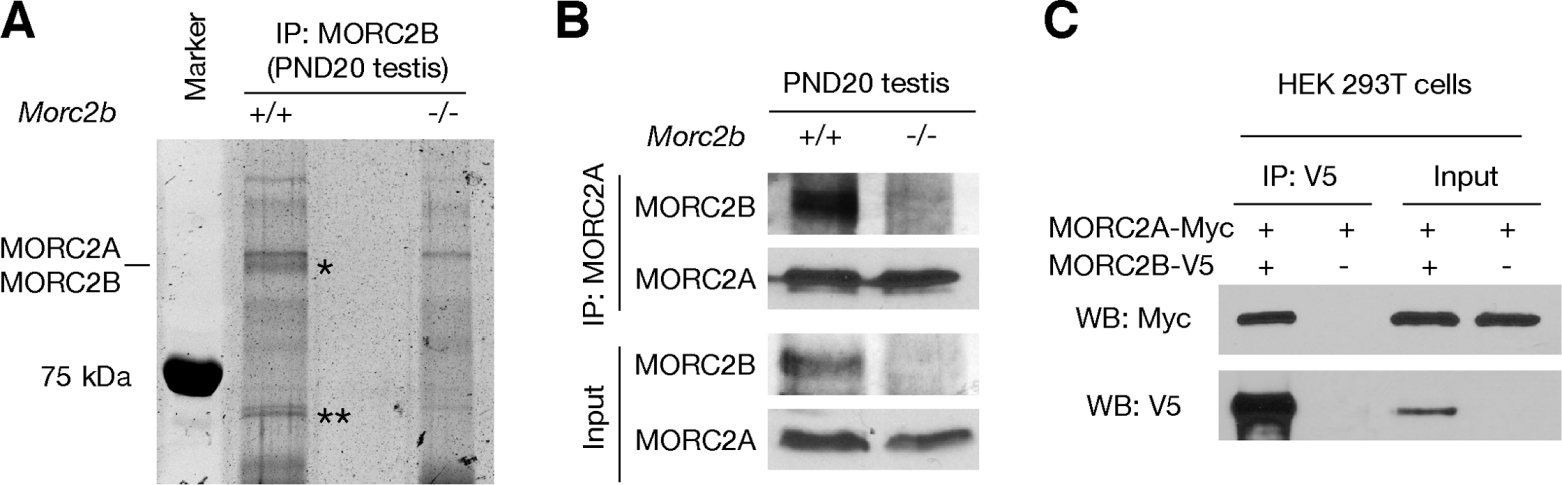
MORC2B interacts with its paralogue MORC2A. (A) Identification of MORC2B-associated proteins in lysates from PND20 mouse testes by IP and mass spectrometry. The gel was stained with SYPRO Ruby. Gel slices corresponding to the two unique protein bands present in wild-type but not in *Morc2b*^-/-^ testes (*~110 kDa; ** ~65 kDa) were cut from both lanes and subject to mass spectrometry. Proteins with at least three unique peptides are provided in S2 and S3 Tables. (B) Co-IP analysis of MORC2A and MORC2B from PND20 testicular protein extracts. (C) Co-IP analysis of MORC2A and MORC2B in HEK 293T cells. Expression constructs for tagged MORC2A and MORC2B were transfected into HEK 293T cells alone or together as indicated, followed by co-IP with anti-V5 antibody and western blotting with antibodies as indicated. Input was 10% of the lysate used for IP.

## Discussion

The MORC family proteins are involved in chromatin remodelling, transcriptional regulation, and transposon silencing. Here we find that *Morc2b* is required for meiosis and fertility in both males and females. Interestingly, the *Morc2b* gene evolved in the rodents via retrotransposition from *Morc2a*. Strikingly, the relatively young *Morc2b* gene has evolved an essential role in meiosis and fertility, suggesting a strong selection pressure.

Among the *Morc* gene family, *Morc1* and *Morc2b* are germ cell-specific but exhibit distinct functions. This is evident from differences in the phenotype of the corresponding mouse mutants. The fertility of *Morc1* mutant is sexually dimorphic: males are sterile but females are fertile [11, 12], whereas inactivation of *Morc2b* causes sterility in both sexes. The *Morc1* mutant phenotype is similar to that of piRNA (Piwi-interacting RNA) pathway mutants: male-only sterility and de-repression of transposable elements (LINE1 and IAP) in male germ cells [13, 52]. Since the piRNA pathway appears to be intact in *Morc1* mutant germ cells, MORC1 most likely protects genome integrity in male germ cells by silencing transposable elements through a different yet unknown mechanism [13]. In contrast, MORC2B deficiency does not cause de-silencing of LINE1 and IAP retrotransposons in testes (S3 Fig) but leads to a failure in chromosomal synapsis and meiotic recombination in both sexes.

Human MORC2 plays a critical role in chromatin remodelling in DNA damage response and transcriptional gene silencing [3–6]. MORC2 acts as a transcriptional repressor of the *CAIX* gene (carbonic anhydrase IX) by decreasing histone H3 acetylation at the *CAIX* promoter. MORC2 binds to the *CAIX* promoter and recruits HDAC4 (histone deacetylase 4) to deacetylate histone H3, which is associated with a repressed chromatin state [3]. Similarly, MORC2 represses p21 in gastric cancer cells by recruiting HDAC1 to the p21 promoter [4]. MORC2 also modulates chromatin configuration during the DNA damage response [5, 6]. Upon DNA damage, MORC2 becomes phosphorylated by p21-activated kinase 1 (PAK1), exhibits DNA-dependent ATPase activity, and facilitates chromatin relaxation [5]. Given the known function of MORC proteins in chromatin remodelling, MORC2B might play a role in the regulation of high-order chromatin structure during meiosis.

Loss of MORC2B results in mis-expression of 71 genes in testes. Out of the 71 genes, 30 genes have been disrupted in mice (S1 Table). 

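Of these 12 genes, *Adam3*, *Clgn* and *Msh5* had 0 counts in every sample. Each is listed under more than 1 transcript, and reads shared between listed transcripts had been set aside. *Crisp1* had 3096 counts in wild type replicate 1 and at most 2 in the other wild type samples, and did not pass the low-count filter. The other 8 genes were tested, and each had an adjusted p-value of 0.9998 in edgeR's quasi-likelihood test. *Piwil1*, *Adam2* and *Ybx2* had log2 fold changes of -1.93, -1.98 and -0.70 in *Morc2b*-/- testes. *Rsph1* (chromosome 17, 31391964 to 31414301, NCBIM37) was at 105.9 ± 71.8 CPM (SD, n = 4) in wild type and 54.3 ± 29.3 CPM (SD, n = 4) in *Morc2b*-/- testes, a log2 fold change of -0.96 (standard error 0.57). *Krt8* (chromosome 15, 101827142 to 101834773) had a log2 fold change of -2.59 (standard error 1.35). Wild type replicate 1 held 95.6% of its wild type CPM, and without that sample the log2 fold change was 1.49. *Tnp1* (chromosome 1, 73061657 to 73062473) had 1942, 19, 36 and 24 counts in wild type replicates 1 to 4 and 183, 491, 3884 and 21 counts in *Morc2b*-/- replicates 1 to 4. Its log2 fold change of 1.22 had a standard error of 1.59. It was -1.07 without *Morc2b*-/- replicate 3, 5.17 without wild type replicate 1, and 2.15 with the replicate number as a block. *Tnp2* (chromosome 16, 10788029 to 10788748) likewise had a log2 fold change of 1.21 (standard error 1.86). It was -1.41 without *Morc2b*-/- replicate 3, 8.55 without wild type replicate 1, and 3.55 with the block. *Fmr1* had a log2 fold change of 0.28 (standard error 0.35). Of 18 epididymal genes outside S1 Table with at least 10 counts in a sample, 10 were highest in wild type replicate 1 and 4 in *Morc2b*-/- replicate 4. *Spink8* had 4329 counts and *Ces5a* 1705 counts in wild type replicate 1. Spermatid genes outside S1 Table summed to 134 CPM in wild type replicate 1 and 271 CPM in *Morc2b*-/- replicate 3, against 37.1 CPM or less in each other sample.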

Twelve knockout mice exhibit sterility or impaired fertility: *Adam2*, *Adam3*, *Clgn*, *Crisp1*, *Fmr1*, *Krt8*, *Msh5*, *Piwil1*, *Rsph1*, *Tnp1*, *Tnp2*, and *Ybx2*. The remaining 18 knockout mice exhibit lethality, or no defects, or somatic defects but normal fertility. Several affected genes are known to play critical roles in meiosis: *Msh5*, *Fmr1*, and *Ccnb3*. *Msh5* is downregulated in *Morc2b*^-/-^ testes, whereas *Fmr1* and *Ccnb3* are upregulated in *Morc2b*^-/-^ testes. 

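*Fmr1* (chromosome X, 65931716 to 65971138, NCBIM37) had 28, 40, 63 and 87 counts in wild type replicates 1 to 4 and 63, 87, 67 and 71 counts in *Morc2b*-/- replicates 1 to 4. It was at 1.80 ± 0.868 CPM (SD, n = 4) in wild type and 2.19 ± 0.249 CPM (SD, n = 4) in *Morc2b*-/- testes. The log2 fold change was 0.28 (standard error 0.35, adjusted p = 0.9998 from edgeR's quasi-likelihood test), a difference within the spread between replicates (exact two-sided permutation test, p = 0.400). *Fmr1* is listed under 2 transcripts, and reads shared between them had been set aside, so the counts cover part of its reads. The log2 fold change ranged from 0.02 to 0.55 when 1 sample was left out, and with the replicate number as a block it was 0.40. For *Ccnb3* the log2 fold change was 0.79 (standard error 0.35), and 3 of the 4 *Morc2b*-/- samples were above 3 of the 4 wild type samples. *Msh5* was listed at 0 counts in every sample.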

MSH5 forms a heterodimer with MSH4 and functions in meiotic recombination. Inactivation of *Msh5* causes a failure in chromosomal synapsis and thus meiotic arrest [49, 50]. FMR1 localizes to chromatin and regulates DNA damage response [53]. CCNB3 (cyclin B3) is specifically expressed in leptotene and zygotene spermatocytes [51]. Strikingly, mis-expression of the human *CCNB3* transgene in mouse spermatocytes after the zygotene stage disrupts spermatogenesis [54]. Therefore, mis-expression of these meiosis genes could contribute to the meiotic defects in *Morc2b*^-/-^ mice. It is possible that MORC2B regulates the transcription of these genes through chromatin relaxation or epigenetic modifications.

Our biochemical studies demonstrate that MORC2B interacts with MORC2A. The interaction among MORC proteins is also present in *Arabidopsis*. AtMORC6 interacts with AtMORC1 and AtMORC2 in two mutually exclusive protein complexes [55]. Both AtMORC1 and AtMORC2 are needed to repress the set of genomic loci silenced by AtMORC6. The interaction between MORC proteins and the non-redundant nature of their functions are conserved between *Arabidopsis* and mouse and possibly so in other species. In addition, MORC2B may function through other interacting proteins such as ARID3B –a member of the ARID (AT-rich interaction domain) family of DNA-binding proteins (S3 Table) [56, 57]. Genetic studies of MORC2A and ARID3B in germ cells are not available yet but are necessary to determine their functional requirement for meiosis and the physiological significance of their interaction with MORC2B. As DNA-dependent ATPases, MORC proteins have been found to modulate chromatin superstructure in DNA damage response, heterochromatin formation, and gene silencing. Further studies are necessary to elucidate a possible role of MORC2B in chromatin remodelling in the regulation of meiosis.

PRDM9, a meiosis-specific histone H3 methyltransferase, is a major determinant of meiotic recombination hotspots in mice, primates, and humans [19–21]. PRDM9 binds to recombination hotspots in a sequence-specific manner through its variable number of zinc fingers. Disruption of *Prdm9* results in meiotic failure and sterility in both males and females [16]. The cause of meiotic failure in *Prdm9*-null mice has not been identified, and the relationship between control of meiotic recombination hotspots and meiotic progression remains unclear. While PRDM9 catalyses H3K4me3 at hotspots, it also affects the expression of one target gene–*Morc2b*. In *Prdm9*-deficient testes, *Morc2b* is not expressed [16]. *Morc2b* expression is also nearly absent in sterile hybrids of mouse subspecies [17]. Furthermore, both *Morc2b* and *Prdm9* mutants exhibit a failure in chromosomal synapsis and meiotic recombination. The similar phenotype of these two mutants raises the intriguing possibility that the absence of *Morc2b* might be responsible for or at least contribute to the meiotic failure in *Prdm9*-null mice.

## Materials and methods

### Ethics statement

Mice were maintained and used for experimentation according to the protocol approved by the Institutional Care and Use Committee of the University of Pennsylvania.

### Antibody production

The mouse MORC2B C-terminal fragment (aa 823–1022) and MORC1 C-terminal fragment (aa 751–950) were expressed as GST fusion proteins in *E*. *coli* using the pGEX4T-1 vector and affinity purified with glutathione sepharose. Two rabbits were immunized with each fusion protein (Cocalico Biologicals Inc.). The resulting working antisera are: anti-MORC2B, UP2419 and UP2420; anti-MORC1, UP2424. Affinity-purified antibodies were used for immunofluorescence analysis and Western blotting. The following additional antibodies were used: MORC2A (1:250, catalogue number PAB15729, Abnova) and ACTB (1:7,500, catalogue number A5441, clone AC-15, Sigma). The MORC2A antibody (Abnova) was produced against its C-terminal fragment (aa 791–1030), which displays 69% aa sequence identity with MORC2B. The MORC1 antigen (aa 751–950) shows 30% aa sequence identity with MORC2B.

### Targeted inactivation of the *Morc2b* gene

In the targeting vector, the 3.2-kb *Morc2b* coding exon was replaced with the PGKNeo selection cassette (Fig 2A). The two homologous arms were amplified from a *Morc2b*-containing BAC clone (RP24-63E7) by high-fidelity PCR. The HyTK negative selection cassette was cloned after the right arm. V6.5 embryonic stem (ES) cells (on a C57BL/6 x 129S4/SvJae hybrid background) were electroporated with the ClaI-linearized targeting vector. ES cells were cultured in the presence of 350 μg/ml G418 and 2 μM ganciclovir. Out of 96 double-resistant ES cell clones, nine targeted clones were identified by long-distance PCR. Clone 1F3 was injected into blastocysts. Germline transmission of the knockout allele was obtained through breeding of chimera males with C57BL/6 females. Offspring of intercrosses of *Morc2b*^+/-^ mice were used for all the analyses. Wild-type allele (220 bp) was assayed by PCR with primers TGCACTGAACCCGACACTAC and GGTAGGAGCGGCAGAGATTC. 

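The primers for the wild-type allele were matched to the NCBIM37 (mm9) genome, and each had 1 exact match on chromosome 17. TGCACTGAACCCGACACTAC matched the minus strand from position 33273076 to 33273095. GGTAGGAGCGGCAGAGATTC matched the plus strand from position 33272876 to 33272895. The product between the outer ends of the primers spans 33272876 to 33273095, which is 220 bp with a GC content of 47.3%. It lies within the coding region in exon 2 of *Morc2b*, the exon deleted in the mutant allele. On the plus strand, the reference sequence of the product is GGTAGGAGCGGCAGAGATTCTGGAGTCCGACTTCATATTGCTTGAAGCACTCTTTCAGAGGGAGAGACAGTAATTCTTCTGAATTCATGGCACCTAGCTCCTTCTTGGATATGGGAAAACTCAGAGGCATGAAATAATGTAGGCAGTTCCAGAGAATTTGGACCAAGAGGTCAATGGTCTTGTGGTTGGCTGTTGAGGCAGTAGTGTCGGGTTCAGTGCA.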

The *Morc2b* mutant allele (415 bp) was assayed by PCR with primers ATAGCAGGCATGCTGGGGATGCGGT and TGCACCTACACCAGGCAGCTCAGG.

### Histological, immunofluorescence, and surface nuclear spread analyses

For histological analysis, testes and ovaries were fixed in Bouin’s solution, embedded with paraffin, and sectioned. Sections were stained with haematoxylin and eosin. Color histological images were captured on a Leica DM5500B microscope with a DFC450 digital color camera (Leica Microsystems). For immunofluorescence and TUNEL analysis, testes and ovaries were fixed in 4% paraformaldehyde for 3 h or overnight at 4°C, dehydrated, embedded, and sectioned using a cryostat. TUNEL assays were performed with the ApopTag Fluorescein In Situ Apoptosis Detection Kit (Catalogue number S7110, EMD Millipore). Nuclear spread analysis of spermatocytes and oocytes was performed as previously described [58, 59]. The following antibodies were used for immunofluorescence: SYCP1 (1:50, catalogue number ab15090, Abcam), SYCP2 [35], SYCP3 (1:200, catalogue number ab97672, Abcam), HORMAD1 [39], γH2AX (1:500, catalogue number 16-202A, Clone JBW301, EMD Millipore), RPA2 (1:100, catalogue number 2208S, clone 4E4, Cell Signaling Technology), MEIOB [34], RAD51 (1:30, catalogue number sc-8349 H-92, Santa Cruz Biotechnology), DMC1 (1:30, catalogue number sc-22768 H-100, Santa Cruz Biotechnology). FITC- and Texas red-conjugated secondary antibodies were used. Fluorescence images were captured with an ORCA Flash4.0 digital monochrome camera (Hamamatsu Photonics) on a Leica DM5500B microscope (Leica Microsystems).

Sections of postnatal day 14 testes (wild type, *Morc2b*^-/-^, and *Prdm9*^-/-^) were immunostained with H3K4me3 antibody (1:200, catalogue number ab8580, Abcam). *Prdm9* targeted mice were obtained from Jackson Laboratory (Stock No: 010719) [16]. Images were acquired under the same condition. The relative intensity of H3K4me3 fluorescence signal was quantified using the ImageJ software. One pachytene or pachytene-like spermatocyte and one Sertoli cell were randomly selected from each tubule cross-section (10 tubules/genotype). The relative H3K4me3 signal intensity in the spermatocyte was normalized to that in the Sertoli cell.

### RNA-seq, DESeq analysis, and real-time PCR validation

Total RNA was isolated from eight pairs of postnatal day 12 mouse testes (~16 mg/pair; 4 pairs of wild type and 4 pairs of *Morc2b*^-/-^) using TRIzol reagents (Thermo Fisher Scientific). The RNA concentration was determined using a NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific). Equal amounts (1 μg) of total RNA from each sample were used to generate RNA-seq libraries using TruSeq Stranded mRNA Library Preparation Kit Set A (Cat. No. RS-122-2101, Illumina) according to the manufacturer’s instruction. The concentration of DNA library templates was determined using a Qubit 3.0 Fluorometer (Thermo Fisher Scientific). The quality of libraries was evaluated using the Agilent 4200 TapeStation (Agilent Technologies). Eight individual libraries (4 wild type and 4 *Morc2b*^-/-^) were pooled in equal amounts for sequencing using the Illumina NextSeq 500/550 High Output v2 kit (Illumina, 75 cycles, FC-404-2005) and the NextSeq 500 system (Illumina). The RNA-seq data are available under GEO accession no: GSE103127.

After trimming the adapter sequences and removing the low-quality reads, the clean reads were mapped to the mouse reference genome (NCBI37/mm9) using Tophat with default parameters. Mapped reads were subjected to Cufflinks to estimate gene expression levels [60]. The expression of each gene was normalized by calculating fragments per kilobase of exon per million fragments mapped (FPKM). The FPKM values of each gene for both wild type and *Morc2b*^-/-^ group were used to assess the differential expression with Cuffdiff. The expression cutoff of ≥ 1FPKM in either wild type or *Morc2b*^-/-^ testes was applied. Differentially expressed genes were determined by an adjusted P value (false discovery rate, FDR) < 0.05 based on Benjamini and Hochberg multiple testing correction. A volcano plot was constructed to illustrate the differentially expressed genes by plotting log2 of the fold change on the X axis and the negative log10 of the p value on the Y axis (Fig 7A).

The expression of seven differentially expressed genes was analyzed using independent testis samples from postnatal day 10 and 12 mice (3 testis samples per genotype per time point) by real-time PCR. Expression of LINE1 and IAP retrotransposons in wild type and *Morc2b*^-/-^ testes at postnatal day 14 was assayed by real-time PCR (S3 Fig). Postnatal day 14 *Mov10l1*^-/-^ testes were used as a positive control for de-silencing of LINE1 and IAP [48, 61]. Real-time PCR primers are listed in S4 Table. Each sample was assayed in triplicates. Quantification was normalized to *Actb* using the Ct method (ABI Prism 7700 Sequence Detection System, Applied Biosystems).

### Co-immunoprecipitation, mass spectrometry, and transfection constructs

Co-immunoprecipitation was performed with postnatal day 20 mouse testes using affinity-purified MORC2B antibodies as previously described [34]. Immunoprecipitated proteins were resolved by SDS-PAGE. The protein bands specific to the wild type testis sample were subjected to mass spectrometry for protein identification.

The full-length coding sequences of mouse *Morc2a* and *Morc2b* were cloned into pcDNA3.1/myc-His vector and pcDNA3.1/V5-His-TOPO vector respectively. Plasmids were transfected into HEK 293T cells. Forty-eight hours after transfection, cells were collected and lysed in whole cell lysis buffer (50 mM HEPES, pH 7.5, 140 mM NaCl,1 mM DTT, 10% glycerol, 0.5% NP-40, 1 mM PMSF). Immunoprecipitation on protein lysate was performed with anti-V5 antibody (Catalogue number R96025, Invitrogen), followed by Western blotting with anti-Myc antibody (Catalogue number 631206, Clontech).

### Statistics

Statistical analysis was performed with Student’s *t*-test or χ^2^ test.

## Supporting information

S1 Fig Phylogenetic analysis of mouse MORC proteins. (A) Pairwise amino acid sequence identity between mouse MORC proteins. (B) Phylogenetic tree of MORC proteins. A Neighbour Joining tree was built using the BLOSUM62 matrix. MORC protein accession numbers were as follows: MORC1, NP_034946; MORC2A, NP_001152760; MORC2B, NP_808387; MORC3, NP_001038994; MORC4, NP_001180238.
(TIF) Click here for additional data file.

S2 Fig Alignment of mouse MORC proteins. Multiple sequence alignment was performed using CLUSTAL Omega (v1.2.1). Protein sequence accession numbers were as shown in S1 Fig. The GHKL-type ATPase and PHD zinc finger domains are highlighted. Identical and similar residues are indicated by asterisks and semicolons, respectively.
(DOCX) Click here for additional data file.

S3 Fig Quantitative RT-PCR expression analysis of LINE1 and IAP in wild type and *Morc2b*^-/-^ testes at postnatal day 14. Postnatal day 14 *Mov10l1*^-/-^ testes were used as positive controls for LINE1 and IAP de-silencing. *, statistically significant; ns, non-significant.
(TIF) Click here for additional data file.

S4 Fig Analysis of H3K4me3 level in wild type, *Morc2b*^-/-^, and *Prdm9*^-/-^ testes at postnatal day 14. (A) Testis sections were immunostained with anti-H3K4me3 antibody. DNA was stained with DAPI. Scale bars, 25 μm. (B) Quantification of H3K4me3 fluorescence. The fluorescence in the most advanced spermatocytes (wild type, pachytene; mutant, pachytene-like) and Sertoli cells were quantified using Image J. The Y axis shows the relative intensity (spermatocyte/Sertoli cell). *, statistically significant (p < 0.05, Student’s *t*-test); ns, non-significant.
(TIF) Click here for additional data file.

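S1 Table gives 1 FPKM value per genotype for each entry, so it does not show how far a difference rests on single samples. The counts of each sample were used to examine this. Among the 71 entries, 1 sample held more than 80% of the summed CPM of its genotype in 21 entries, of which 4 had fewer than 10 counts in total. In some of them, that sample belongs to the genotype with the lower expression and makes the difference smaller. Without *Morc2b*-/- replicate 3, the log2 fold change of *Morc2b* was -6.23 instead of -4.09. The largest fold changes in S1 Table among these belong to *Acta1*, *Ptgs2*, *Crisp1* and 2 genes that have only a RIKEN clone name, on chromosome 3 (124103908 to 124128957, NCBIM37) and chromosome 17 (35704395 to 35705897). *Acta1*, which is listed under 2 transcripts, had 1 count in wild type and 3 counts in *Morc2b*-/- testes. The RIKEN gene on chromosome 3 had 247, 262, 10 and 928 counts in wild type replicates 1 to 4 and 6, 3, 52 and 1 counts in *Morc2b*-/- replicates 1 to 4, a log2 fold change of -4.63 (standard error 1.28), and of -6.74 without *Morc2b*-/- replicate 3. Wild type replicate 1 held 99.6% of the wild type CPM of the RIKEN gene on chromosome 17, 98.5% of that of *Ptgs2* and 99.9% of that of *Crisp1*. Of the 48 downregulated entries with at least 10 counts, the highest wild type sample was replicate 4 for 30 entries, replicate 1 for 14, replicate 2 for 3 and replicate 3 for 1. Of the 10 upregulated entries with at least 10 counts, the highest *Morc2b*-/- sample was replicate 4 for 7 and replicate 3 for 3.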

S1 Table List of differentially expressed genes between wild type and *Morc2b*^-/-^ testes at postnatal day 12. (XLSX) Click here for additional data file.

S2 Table Unique proteins identified in the ~110 kDa band present in wild type but not *Morc2b*^-/-^ testis IP. (XLSX) Click here for additional data file.

S3 Table Unique proteins identified in the ~65 kDa band present in wild type but not *Morc2b*^-/-^ testis IP. (XLSX) Click here for additional data file.

S4 Table Real-time PCR primers. (XLSX) Click here for additional data file.

# Supplementary material for: MORC2B is essential for meiotic progression and fertility
**Source:** PLoS Genet. 2018 Jan 12;14(1):e1007175. doi: 10.1371/journal.pgen.1007175
**Supplement:** S2 Fig — Multiple sequence alignment was performed using CLUSTAL Omega (v1.2.1). Protein sequence accession numbers were as shown in S1 Fig. The GHKL-type ATPase and PHD zinc finger domains are highlighted. Identical and similar residues are indicated by asterisks and semicolons, respectively.

**S2 Figure. Alignment of Mouse MORC Proteins**

Multiple sequence alignment was performed using CLUSTAL Omega (v1.2.1). Protein sequence accession numbers were as shown in Figure S1. The GHKL-type ATPase and PHD zinc finger domains are highlighted. Identical and similar residues are indicated by asterisks and semicolons, respectively.

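Identity was counted at positions where both proteins have a residue, so each pair has its own number of paired positions. MORC1 was aligned at 950 aa, MORC2A at 1030 aa, MORC2B at 1022 aa, MORC3 at 942 aa and MORC4 at 928 aa. The share of identical residues was lowest between MORC2B and MORC4, at 194 of 778 paired positions (24.9%), and highest between MORC2A and MORC2B, at 749 of 1021 (73.4%). With gaps counted, it was lowest between MORC1 and MORC4 (16.49%), next to MORC2B and MORC4 (16.55%), and again highest between MORC2A and MORC2B (72.6%).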

MORC1 -----------------------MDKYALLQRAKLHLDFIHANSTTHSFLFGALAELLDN 37

MORC2A ---------------------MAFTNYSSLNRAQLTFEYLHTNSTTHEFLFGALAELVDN 39

MORC2B ---------------------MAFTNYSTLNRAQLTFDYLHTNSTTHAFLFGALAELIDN 39

MORC3 ---------------------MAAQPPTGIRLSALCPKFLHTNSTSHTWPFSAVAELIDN 39

MORC4 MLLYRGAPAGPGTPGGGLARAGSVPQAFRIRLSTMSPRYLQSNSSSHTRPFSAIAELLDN 60

:. : : ::::**::* *.*:***:**

GHKL-type ATPase domain

MORC1 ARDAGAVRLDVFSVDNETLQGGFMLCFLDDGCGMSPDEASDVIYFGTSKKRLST-LKFIG 96

MORC2A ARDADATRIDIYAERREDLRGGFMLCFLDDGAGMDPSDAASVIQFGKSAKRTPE-STQIG 98

MORC2B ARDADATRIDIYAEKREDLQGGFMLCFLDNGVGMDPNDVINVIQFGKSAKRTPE-STQIG 98

MORC3 AYDPDVNAKQIWID-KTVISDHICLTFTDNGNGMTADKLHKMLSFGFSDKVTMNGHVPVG 98

MORC4 AVDPDVSARTVFID-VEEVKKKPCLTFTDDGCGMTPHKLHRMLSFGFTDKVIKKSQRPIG 119

* * . :: : * * *:* ** . :: ** : * :*

MORC1 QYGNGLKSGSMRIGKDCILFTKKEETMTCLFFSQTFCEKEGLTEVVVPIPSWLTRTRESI 156

MORC2A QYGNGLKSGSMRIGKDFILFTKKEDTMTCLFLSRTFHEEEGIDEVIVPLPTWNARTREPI 158

MORC2B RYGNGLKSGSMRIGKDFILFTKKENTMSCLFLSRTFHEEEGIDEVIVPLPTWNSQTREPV 158

MORC3 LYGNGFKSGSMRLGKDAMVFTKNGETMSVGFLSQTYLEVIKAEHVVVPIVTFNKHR-QMI 157

MORC4 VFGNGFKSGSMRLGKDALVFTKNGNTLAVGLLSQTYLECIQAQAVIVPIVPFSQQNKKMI 179

:***:******:*** ::***: :*:: ::*:*: * *:**: : : : :

MORC1 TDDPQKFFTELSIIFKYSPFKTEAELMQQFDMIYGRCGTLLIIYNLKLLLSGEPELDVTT 216

MORC2A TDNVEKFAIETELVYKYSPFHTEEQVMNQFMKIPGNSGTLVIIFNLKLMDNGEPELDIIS 218

MORC2B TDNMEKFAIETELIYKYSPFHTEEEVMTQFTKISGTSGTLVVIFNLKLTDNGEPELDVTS 218

MORC3 NLT--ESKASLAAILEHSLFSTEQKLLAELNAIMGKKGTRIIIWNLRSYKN-ATEFDFEK 214

MORC4 VTE--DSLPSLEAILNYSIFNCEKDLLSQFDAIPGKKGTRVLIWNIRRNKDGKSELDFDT 237

. . : ::* * * .:: :: * * ** ::*:*:: . *:*. .

MORC1 DKEDILMAEAPE--EI--------------P-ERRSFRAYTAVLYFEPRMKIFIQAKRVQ 259

MORC2A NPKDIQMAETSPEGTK--------------P-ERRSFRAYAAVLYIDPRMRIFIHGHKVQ 263

MORC2B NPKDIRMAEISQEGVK--------------P-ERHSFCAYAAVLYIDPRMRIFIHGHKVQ 263

MORC3 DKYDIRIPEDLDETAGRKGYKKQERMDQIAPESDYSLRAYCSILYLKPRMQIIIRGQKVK 274

MORC4 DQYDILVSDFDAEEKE------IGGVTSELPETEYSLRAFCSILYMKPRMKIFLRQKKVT 291

: ** : : * *: *: ::**:.***:*::: ::*

MORC1 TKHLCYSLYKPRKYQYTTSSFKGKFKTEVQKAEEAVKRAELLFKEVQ-----------AK 308

MORC2A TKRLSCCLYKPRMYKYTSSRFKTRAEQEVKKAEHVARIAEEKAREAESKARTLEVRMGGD 323

MORC2B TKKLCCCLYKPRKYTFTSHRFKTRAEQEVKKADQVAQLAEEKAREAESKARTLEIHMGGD 323

MORC3 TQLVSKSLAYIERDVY-------------------------------------------- 290

MORC4 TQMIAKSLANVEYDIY-------------------------------------------- 307

*: :. .* . :

MORC1 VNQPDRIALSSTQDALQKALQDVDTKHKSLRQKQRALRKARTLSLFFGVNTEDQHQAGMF 368

MORC2A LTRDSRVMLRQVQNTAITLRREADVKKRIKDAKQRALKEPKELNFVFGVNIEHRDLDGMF 383

MORC2B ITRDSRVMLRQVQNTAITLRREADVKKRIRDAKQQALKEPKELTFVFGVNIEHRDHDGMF 383

MORC3 ----------------------------------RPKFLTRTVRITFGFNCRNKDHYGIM 316

MORC4 ----------------------------------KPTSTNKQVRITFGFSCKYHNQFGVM 333

: : : : **.. . :. *::

MORC1 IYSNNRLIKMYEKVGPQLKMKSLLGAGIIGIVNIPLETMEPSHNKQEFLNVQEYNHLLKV 428

MORC2A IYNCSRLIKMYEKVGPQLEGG-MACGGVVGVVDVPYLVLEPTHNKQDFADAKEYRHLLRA 442

MORC2B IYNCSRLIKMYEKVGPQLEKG-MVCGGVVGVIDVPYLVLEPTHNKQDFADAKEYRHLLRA 442

MORC3 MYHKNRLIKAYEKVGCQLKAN-NMGVGVVGIIECNF--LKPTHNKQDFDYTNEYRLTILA 373

MORC4 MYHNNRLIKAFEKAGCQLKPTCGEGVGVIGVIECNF--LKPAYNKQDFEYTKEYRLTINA 391

:* .**** :**.* **: *::*::: ::*::***:* .:**. : .

MORC1 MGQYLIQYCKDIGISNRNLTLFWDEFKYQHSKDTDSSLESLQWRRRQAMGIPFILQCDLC 488

MORC2A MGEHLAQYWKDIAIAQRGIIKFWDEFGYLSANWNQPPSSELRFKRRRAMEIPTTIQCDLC 502

MORC2B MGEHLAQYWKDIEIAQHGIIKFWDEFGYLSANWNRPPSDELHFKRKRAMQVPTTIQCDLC 502

MORC3 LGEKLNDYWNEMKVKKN--------AEYP-------VN--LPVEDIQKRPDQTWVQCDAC 416

MORC4 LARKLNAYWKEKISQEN--------F--------------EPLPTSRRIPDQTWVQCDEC 429

:.. * * :: :. : :*** *

PHD zinc finger domain

MORC1 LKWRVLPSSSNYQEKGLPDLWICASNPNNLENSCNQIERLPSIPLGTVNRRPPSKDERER 548

MORC2A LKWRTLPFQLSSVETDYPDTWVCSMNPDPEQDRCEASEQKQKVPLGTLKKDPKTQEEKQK 562

MORC2B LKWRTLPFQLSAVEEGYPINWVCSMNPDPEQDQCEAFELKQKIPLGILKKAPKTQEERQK 562

MORC3 LKWRKLPDGID----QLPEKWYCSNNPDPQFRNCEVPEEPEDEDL--VHPTYEKTYKKT- 469

MORC4 LKWRRLPGMVD--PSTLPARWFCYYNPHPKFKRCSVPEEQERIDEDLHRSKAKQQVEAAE 487

**** ** . * * * **. *. * . :

MORC1 QLQESVQ-------RYQDKLVEAQPQ---KSQLIVTSKIP-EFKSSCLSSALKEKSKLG- 596

MORC2A QLTEKIR-------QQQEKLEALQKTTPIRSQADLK-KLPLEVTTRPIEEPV-RRPQRP- 612

MORC2B QLTEKIQ-------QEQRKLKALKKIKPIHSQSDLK-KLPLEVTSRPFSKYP-AHIFQG- 612

MORC3 ------SKERFRI-RQPEILPRI--LPQINPELLYQ----TSVSSQSFSP-VKE-SVPRP 514

MORC4 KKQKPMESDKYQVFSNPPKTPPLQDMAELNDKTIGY----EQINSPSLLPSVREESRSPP 543

. : ...: :

MORC1 -----RIQPSGA------DLT--QGSPS--------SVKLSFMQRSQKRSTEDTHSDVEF 635

MORC2A -----RSPPLPA------VIKNAPSRPP--------SIQTPR--------PSTQLRKTSV 645

MORC2B -----PQSSFHV------VKTNARRRPQ--------SRHA----------PFRQLQRSSI 643

MORC3 HLSEVTS-PFA-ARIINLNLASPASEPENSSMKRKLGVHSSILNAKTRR----------- 561

MORC4 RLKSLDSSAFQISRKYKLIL---------------------------------------- 563

MORC1 ICMTKIPKKSV----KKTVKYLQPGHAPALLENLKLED---------------------- 669

MORC2A I-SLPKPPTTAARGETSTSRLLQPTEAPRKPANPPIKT---------------------- 682

MORC2B ICTNPKPPFLVD---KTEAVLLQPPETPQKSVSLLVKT---------------------- 678

MORC3 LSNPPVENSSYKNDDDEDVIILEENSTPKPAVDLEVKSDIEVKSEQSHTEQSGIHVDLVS 621

MORC4 -GEEPVEKRRKIQ-----------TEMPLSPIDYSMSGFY------RRVEAATAYPEGEN 605

* . :.

MORC1 TAQV----------------SSREIKKQQ--------------SESLVQAGKA-STDVAS 698

MORC2A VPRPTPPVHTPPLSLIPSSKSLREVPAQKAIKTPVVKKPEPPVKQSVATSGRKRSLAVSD 742

MORC2B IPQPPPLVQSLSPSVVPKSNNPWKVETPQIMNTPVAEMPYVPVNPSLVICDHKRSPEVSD 738

MORC3 SPKPCVQASS----------------------------------TSTSTSR--------- 638

MORC4 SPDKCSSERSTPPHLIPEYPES---------------------NKHTEENR--------- 635

MORC1 SRD------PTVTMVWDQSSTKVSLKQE-------------------------------- 720

MORC2A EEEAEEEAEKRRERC---KRGKLAVKEEKKEA---------------------------- 771

MORC2B EIE---DEDRRKRMC---KRGRFTVKKEKIQA---------------------------- 764

MORC3 -------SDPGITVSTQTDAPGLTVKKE-----------------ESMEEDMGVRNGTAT 674

MORC4 -------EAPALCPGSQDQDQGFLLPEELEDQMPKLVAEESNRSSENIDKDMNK--G-PF 685

. . : :*

MORC1 ---------------E---EEEVPLIKPDK------------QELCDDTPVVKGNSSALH 750

MORC2A -------NELSDSAGE---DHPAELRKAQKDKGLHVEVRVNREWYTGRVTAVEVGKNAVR 821

MORC2B -------SELSDSSGE---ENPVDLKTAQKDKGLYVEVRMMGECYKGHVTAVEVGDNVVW 814

MORC3 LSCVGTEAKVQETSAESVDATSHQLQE--LRSELLVVTQ-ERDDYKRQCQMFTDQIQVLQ 731

MORC4 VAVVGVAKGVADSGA------PIQLVP--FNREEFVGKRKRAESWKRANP-YSSAAP--- 733

* :

MORC1 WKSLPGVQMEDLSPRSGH------------------------------------------ 768

MORC2A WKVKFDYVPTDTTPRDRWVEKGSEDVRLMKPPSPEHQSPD---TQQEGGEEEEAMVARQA 878

MORC2B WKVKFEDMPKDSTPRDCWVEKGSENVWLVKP-SPEYQSTD---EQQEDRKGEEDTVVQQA 870

MORC3 -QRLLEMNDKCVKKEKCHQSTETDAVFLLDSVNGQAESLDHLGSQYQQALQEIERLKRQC 790

MORC4 -------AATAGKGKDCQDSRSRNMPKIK-------------------TPKESEELKRTT 767

. ..

MORC1 -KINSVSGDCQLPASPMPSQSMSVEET---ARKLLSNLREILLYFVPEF-QLSS-EFECT 822

MORC2A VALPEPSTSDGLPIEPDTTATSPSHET---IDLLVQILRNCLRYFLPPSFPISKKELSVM 935

MORC2B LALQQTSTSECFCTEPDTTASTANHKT---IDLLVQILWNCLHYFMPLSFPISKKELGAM 927

MORC3 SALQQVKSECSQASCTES-K-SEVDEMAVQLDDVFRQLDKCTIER--DQYK---NEVQLL 843

MORC4 -----------------------------------EKLERVLAER--NLFQ---QKVEEL 787

* . :.

MORC1 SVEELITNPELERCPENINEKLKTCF-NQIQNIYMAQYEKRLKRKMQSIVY--------- 872

MORC2A NSEEL------------ISFPLKEYF-KQ--------YEVGLQNLCHSYQS--------- 965

MORC2B NSEEL------------LSLPLKECF-KQ--------YEVGLQNLCRSYQR--------- 957

MORC3 EIEKSHI---HSQCEE-LQ----------------------------------------- 858

MORC4 EQEKNHW---HSEYKK-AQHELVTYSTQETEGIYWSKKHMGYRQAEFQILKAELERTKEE 843

. *: .

MORC1 ---------EANRRGLL---NQVFL-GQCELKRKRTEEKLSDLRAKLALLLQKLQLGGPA 919

MORC2A ---------RADSRAKA---SEESL-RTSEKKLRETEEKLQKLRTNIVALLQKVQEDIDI 1012

MORC2B ---------CADSQAKV---SEESL-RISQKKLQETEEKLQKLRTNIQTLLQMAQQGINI 1004

MORC3 --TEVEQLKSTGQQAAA-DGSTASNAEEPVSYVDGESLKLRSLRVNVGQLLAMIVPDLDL 915

MORC4 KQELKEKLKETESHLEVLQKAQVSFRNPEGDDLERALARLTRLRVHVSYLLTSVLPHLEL 903

: : :* **..: **

MORC1 GD----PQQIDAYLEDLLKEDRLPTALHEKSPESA 950

MORC2A NT----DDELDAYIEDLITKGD------------- 1030

MORC2B RA----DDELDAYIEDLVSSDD------------- 1022

MORC3 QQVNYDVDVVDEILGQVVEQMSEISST-------- 942

MORC4 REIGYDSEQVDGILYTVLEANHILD---------- 928

: :* : ::

How the deposited data were processed for this re-analysis (not part of the article)

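RNA-seq of 8 pairs of testes at postnatal day 12, 4 from wild type and 4 from *Morc2b*-/- males, was analysed. The authors trimmed adapters, removed low-quality reads, mapped the reads to NCBI37/mm9 with Tophat, and deposited raw counts per RefSeq transcript for each sample, not pooled and not normalized. These counts are another product of the alignments than the FPKM values that the paper compared with Cuffdiff. The heading of the paper's methods names DESeq, whereas its text describes Cuffdiff. The counting program, its strand setting and the annotation release are not named in the paper's text. The tally lines under the counts have the form written by htseq-count. Reads that overlapped more than 1 transcript, and reads without a unique alignment, are tallied separately and are in no transcript's count. A gene whose listed transcripts share sequence can therefore have few or no counts, and a count of 0 for such a gene is not a measurement of its expression.

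Of 35819 listed transcripts, 35522 were matched to a gene symbol by their accession. The 297 unmatched transcripts, with 0.484% of the counts, were kept as units of their own. Counts of the transcripts of each symbol were summed, which gave 24651 genes, 6070 of them with more than 1 transcript. Counts on transcripts ranged from 27144796 to 36941755 per sample, with a median of 31684772. Between any 2 samples, the chi-square per degree of freedom over all genes was 7.41 or more, so samples differed by more than counting error. This was not examined gene by gene.

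Genotypes were compared with edgeR 4.0.16 in R 4.3.3, using TMM normalization, filterByExpr by genotype, estimateDisp, and glmQLFit and glmQLFTest with default settings. A gene counted as differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05. The model held genotype only. CPM values are TMM-normalized. For single genes and gene sets, exact two-sided permutation tests over the 70 labelled splits of the 8 samples were run on log2 CPM with a prior count of 2, and p-values of the 22 genes with counts were adjusted by the Benjamini-Hochberg method. The smallest p-value this design allows is 0.029. Gene sets were compared in the same way, and with fry in limma 3.58.1.

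Alternatives chosen before the data were examined were RLE normalization, DESeq2 1.42.0, limma-voom, robust empirical Bayes, no low-count filter, at least 10 counts in every sample, a mean of at least 1 CPM in either genotype, the replicate number as a block, 1 surrogate variable from svaseq (sva 3.50.0), and leaving out each sample in turn. Alternatives added after seeing the data were transcripts as tested units, the newer dispersion method of edgeR, and marker scores of leptotene and zygotene cells or of spermatids as covariates. The genes named here were fixed by a rule before the data were examined. The rule covers *Morc2b*, the genes that the paper tests by real-time PCR or lists for their knockout phenotype, the other *Morc* genes and *Prdm9*. It adds the genes with the largest changes among those past the threshold with complete separation of the genotypes, of which there were 0. It also adds the 5 S1 Table genes with the largest fold change for which 1 sample held more than 80% of the CPM of its genotype, and marker genes for which 1 sample stood apart. *Sapcd1*, *Rcan3* and *Zfp820* are named besides because their direction is opposite to that of their S1 Table entry.

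The procedure was tested on simulated counts drawn from the means and dispersions of the real genes with 200 changed genes. The edgeR test called 178 genes, 170 of them changed (85.0%), and 4.49% of its calls were false. DESeq2 called 223 genes with 20.2% false. In simulated counts without any change, edgeR called 0 genes and DESeq2 called 15. Simulated samples were drawn independently, without the differences between real samples that many genes share, so these percentages test the procedure and are not its sensitivity in the real samples. Gene coordinates are from the annotation of NCBIM37, and the genotyping primers were matched to chromosome 17 of that genome. Figures were drawn with matplotlib 3.10.9. The real-time PCR, day 10 and day 14 samples, the ovaries and the immunoprecipitations were not analysed here.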

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

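Within each genotype, the 4 samples were searched for 1 sample far from the others, using log2 CPM of each named gene and of each set of marker genes. Of 68 groups searched, 14 had such a sample, where 3.4 would be expected by chance. Some genes had been named because 1 sample held most of their CPM, and without them 11 of 60 groups had such a sample, where 3.0 would be expected. The tests of epididymal, duct and spermatid markers were written before the data were seen, and the test of the spermatid score between genotypes and the comparison without wild type replicate 1 were chosen only after the result was seen. The other values in this part are given without a test.

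Wild type replicate 1 stood apart for genes of epididymis and duct. *Crisp1* was at 84.4 CPM in this sample and at most 0.0734 CPM in the other wild type samples. *Ptgs2* was at 38.2 CPM against at most 0.314 CPM, *Krt8* at 11.3 CPM against at most 0.250 CPM, and the RIKEN gene at 35704395 to 35705897 of chromosome 17 at 58.5 CPM against at most 0.183 CPM. Among the *Morc2b*-/- samples, replicate 2 was highest for *Crisp1* (5.73 CPM), this RIKEN gene (2.46 CPM) and *Ptgs2* (1.68 CPM). The other *Morc2b*-/- samples had at most 0.275 CPM of these. *Krt8* was highest in *Morc2b*-/- replicate 3, at 0.773 CPM. A candidate explanation is that epididymal or duct tissue was included with the testes of wild type replicate 1. Marker genes of epididymis and duct epithelium that are not in S1 Table were used to test it for this sample, and *Morc2b*-/- replicate 2 was not tested. Of 35 such markers with at least 10 counts in a sample, 22 were highest in wild type replicate 1, among them 10 of 18 epididymal markers. The summed CPM of all epididymal markers was not highest in this sample, at 1183 CPM against 1280 CPM in *Morc2b*-/- replicate 4. A single marker, at 714 to 980 CPM in every sample, made up most of this sum, so it hardly reflects the others. *Spink8* had 4329 counts in wild type replicate 1 and 224 in *Morc2b*-/- replicate 2, the next highest sample. *Ces5a* had 1705 and 60. *Krt18* had 434 counts against at most 48 in any other sample. The smooth muscle markers summed to 2547 CPM in wild type replicate 1 and at most 1434 CPM in the other wild type samples. Markers vary together, so the number 22 alone is weak evidence, but with the size of these differences it is in line with tissue from the excurrent ducts, and a mislabelled sample was not tested. In S1 Table, 12 downregulated entries had over 80% of their wild type CPM in this sample. Without this sample, the mean CPM in *Morc2b*-/- testes was lower than in wild type for 0 of these 12 entries. The median was lower for 1. The entries were picked because this sample held most of their wild type CPM, so losing most of the decrease without it was built in. In some entries, *Crisp1* among them, *Morc2b*-/- replicate 2 also raised the *Morc2b*-/- mean.

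Spermatid genes were highest in 2 samples, 1 of each genotype. *Tnp1* was at 52.9 CPM and *Tnp2* at 24.4 CPM in wild type replicate 1, against at most 1.29 and 0.107 CPM in the other wild type samples. Spermatid markers outside S1 Table summed to 134 CPM in wild type replicate 1 and at most 11.2 CPM in the other wild type samples. They summed to 271 CPM in *Morc2b*-/- replicate 3, 22.9 CPM in replicate 1, 37.1 CPM in replicate 2 and 10.6 CPM in replicate 4. *Prm1* was at 49.3 CPM in *Morc2b*-/- replicate 3, 29.3 CPM in wild type replicate 1, and 2.36 and 6.08 CPM in *Morc2b*-/- replicates 1 and 2, against at most 0.321 CPM in the other samples. The marker sums were thus 22.9 CPM or more in 3 of 4 *Morc2b*-/- samples and 1 of 4 wild type samples. The other samples held spermatid transcripts at a lower level, with at most 11.2 CPM. The spermatid score was 1.04 higher in *Morc2b*-/- testes (exact permutation test, p = 0.486). With 4 against 4 samples and this spread, a difference between genotypes is left open. The paper states that the most advanced germ cells at day 12 are at the zygotene stage, so spermatid RNA is not accounted for by the stage of the testes it describes. Of 26 spermatid markers with at least 10 counts in a sample, 25 were highest in *Morc2b*-/- replicate 3, and wild type replicate 1 was second highest for 25. Markers of 1 cell type vary together, and 14 of 30 leptotene and zygotene markers were likewise highest in 1 sample, so these numbers alone do not show contamination. Their ratio between these samples had a median of 2.02 and quartiles of 1.55 and 2.21. This narrow range is consistent with RNA from older germ cells having entered both samples, possibly from another testis sample. Contamination during dissection, RNA extraction or library preparation cannot be told apart with these data, and no biological explanation was tested. The log2 fold changes of *Tnp1* and *Tnp2* depend on which of these samples are included. They were -1.07 and -1.41 without *Morc2b*-/- replicate 3, and 5.17 and 8.55 without wild type replicate 1. *Tnp1* was at 5.92 and 13.3 CPM in *Morc2b*-/- replicates 1 and 2.

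Neutrophil markers summed to 31.5 CPM in wild type replicate 1 and at most 5.61 CPM in the other wild type samples. They summed to 22.2 CPM in *Morc2b*-/- replicate 3 and at most 4.54 CPM in the other *Morc2b*-/- samples. Some genes were raised in both samples and others in 1. *Ltf* had 614 counts in wild type replicate 1 and 80 in *Morc2b*-/- replicate 3, against at most 12 in the others, and *Lcn2* had 309 and 134 against at most 36. *Ngp* had 180 and *S100a8* had 145 counts in *Morc2b*-/- replicate 3, against 1 and 17 in wild type replicate 1. The source of these counts was not tested.

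The remaining samples that stood apart differed less. *Ccnb3* was at 182 CPM in wild type replicate 2 and between 98.4 and 105.4 CPM in the other wild type samples. Pachytene markers summed to 881 CPM in *Morc2b*-/- replicate 1 and at least 1333 CPM in the other *Morc2b*-/- samples. Sertoli cell markers summed to 11679 CPM in *Morc2b*-/- replicate 2 and at least 12529 CPM in the other *Morc2b*-/- samples, while wild type samples ranged from 10625 to 12010 CPM. *Acta1* was at 0.0314 CPM in wild type replicate 4, which is 1 count, against 0 counts in the other wild type samples. No explanation was tested for these 4 values.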

How the results depend on the processing

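The processing alternatives were chosen before the data were examined, except transcripts as tested units, the newer dispersion method of edgeR, and the 2 marker scores as covariates, which were chosen after seeing the data.

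The count of differentially expressed genes was 0 in edgeR (249 genes at an unadjusted p-value under 0.05), and 0 under every alternative except DESeq2. DESeq2 gave 1 differentially expressed gene, which was downregulated, and 262 genes at an unadjusted p-value under 0.05. In the simulated counts without changes, DESeq2 called 15 genes and edgeR called 0. Across the fits with 0 genes, those at an unadjusted p-value under 0.05 numbered 204 to 572, with 572 for the replicate block and 395 for the surrogate variable. There were 504 without wild type replicate 3, 466 without wild type replicate 4, and 204 without *Morc2b*-/- replicate 2. Without wild type replicate 3, the smallest adjusted p-value from edgeR's quasi-likelihood test was 0.580. Whatever the adjusted p-value, 43 S1 Table entries had the direction of S1 Table, and this number was 33 to 58 across the other settings.

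*Morc2b* fell, and *Ccnb3* and *Fmr1* rose, in every setting that gave a value, and their adjusted p-values stayed above 0.05. The log2 fold change of *Morc2b* was -4.09, and ranged from -6.23 to -3.26 across the 8 fits that each left out 1 sample. It was -4.50 with the replicate block and -5.06 with the surrogate variable. *Morc2b* gave no value with at least 10 counts required in every sample. *Ccnb3* ranged from 0.52 to 1.05 and *Fmr1* from 0.02 to 0.55 when 1 sample was left out. *Msh5* gave no value in any setting. The X-linked share of the upregulated genes gave no value at the adjusted threshold, since 0 genes were upregulated there. The average of the synapsis and recombination genes was -0.10 and ranged from -0.22 to 0.019 when 1 sample was left out, the positive value arising without *Morc2b*-/- replicate 1. It was -0.02 with the surrogate variable. Settings that leave the log2 CPM unchanged (robust empirical Bayes, the newer dispersion method and the covariates) give no separate value for it.

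For the other named genes, 292 of 310 values under alternatives kept their direction and 18 reversed. Adjusted p-values were far above 0.05 for these genes in edgeR, so no value could readily change its side of the threshold. A kept direction does not mean a kept size, as *Krt8* went from -2.59 to -0.06 with the replicate block and -0.19 with limma-voom. Across the fits that left out 1 sample, *Krt8* ranged from -2.99 to 1.49, *Tnp1* from -1.07 to 5.17, *Tnp2* from -1.41 to 8.55, *Morc1* from -0.030 to 0.17, *Morc3* from -0.045 to 0.014, *Morc4* from -0.53 to 0.060 and *Prdm9* from -0.11 to 0.19. *Krt8* reversed without wild type replicate 1, and *Tnp1* and *Tnp2* without *Morc2b*-/- replicate 3, the samples in which these genes are highest. *Morc3* and *Prdm9* had log2 fold changes near 0 to begin with. *Morc3* reversed to 0.0083 with the surrogate variable and to 0.013 with the spermatid score as covariate. *Prdm9* reversed to -0.00044 with DESeq2, -0.0022 with at least 10 counts in every sample, -0.0045 with a mean of at least 1 CPM, and -0.00053 with transcripts as tested units. For the reversals of the *Morc* genes and *Prdm9*, the cause was not tested. *Morc4* had 6 to 18 counts per sample and is listed under 2 transcripts, so few reads limit its value whether or not shared reads were set aside.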

Differences from the paper's values

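The paper reports 71 differentially expressed genes, 57 downregulated and 14 upregulated. The counts gave 0 differentially expressed genes, 0 downregulated and 0 upregulated at an adjusted p-value under 0.05, with 249 genes at an unadjusted p-value under 0.05. None of the alternatives set before the data were examined closed the gap. DESeq2 gave 1 differentially expressed gene, 1 downregulated and 0 upregulated, and the others gave 0 in each. Log2 fold changes were compared with the paper's for the 13 genes named by the rule with a value here and in S1 Table. In the edgeR comparison by genotype, each differed from the paper's by less than its standard error. That error measures the spread between replicates, whereas both values come from the same samples. Genes with a large standard error therefore meet this limit readily. Under alternatives some differed by more. *Krt8* was -0.19 with limma-voom and -0.06 with the replicate block, and *Tnp1* was 0.42 with the surrogate variable, where the paper's values are -2.35 and 1.64. When 1 sample was left out, up to 4 of the 13 genes differed.

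The paper lists *Msh5*, in an entry shared with *Sapcd1*, as downregulated in *Morc2b*-/- testes. *Msh5* had 0 counts here, and *Sapcd1* had a log2 fold change of 0.93. It lists *Rcan3* and *Zfp820* as downregulated as well, with log2 fold changes of -0.60 and -1.56. Here their log2 fold changes were 0.03 and 0.08. The paper lists *Adam3* as upregulated and *Clgn* as downregulated, and both had 0 counts here. It lists *Acta1* as downregulated, and *Acta1* had 1 count in wild type and 3 counts in *Morc2b*-/- testes.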

Other observations

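Tests of X-linked genes, of pachytene markers, and of the number of differentially expressed genes over other splits were written before the counts were seen. The test of X-linked genes among the genes higher in *Morc2b*-/- testes was written after reading S1 Table, which comes from the same samples. The other tests in this part, including those of covariates, of the replicate block over other splits and of replicates 1 and 3 against 2 and 4, were chosen after the result was seen.

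Every split of the 8 samples into 4 and 4 was tested with the same edgeR model, 35 splits in all. The genotypes gave 0 genes at an adjusted p-value under 0.05, which any split reaches, so that all 8 of the 8 splits that part each same-numbered pair did so carries no information. With an unadjusted p-value under 0.05, 5 of the 8 gave as many genes as the 249 of the genotypes, and 29 of all 35 did, with a median of 565. With the replicate number as a block, 5 of the 8 gave as many as the 572 genes of the genotypes, with a range of 128 to 1599. With 8 splits the share cannot fall below 0.125.

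The split of replicates 1 and 3 from replicates 2 and 4 of both genotypes gave the most genes of the 35. It had 274 genes at an adjusted p-value under 0.05, of which 182 were higher in replicates 2 and 4 and 92 were lower. The next highest split gave 2 genes. This split was picked as the largest, so its adjusted p-values describe these samples and not a tested condition. Of 30 leptotene and zygotene markers, 10 were among the 274 genes and all 10 were higher in replicates 2 and 4 (Fisher's exact test, p = 2.1e-10, 2.5e-09 after Benjamini-Hochberg adjustment over 12 marker sets). Markers of 1 cell type vary together and the split was picked as the largest, so this test overstates the certainty. A hypothesis is that replicates 2 and 4 had a larger share of leptotene and zygotene cells, possibly from litters of slightly different age. Counts per sample did not differ between these groups of replicates (exact permutation test, p = 0.80), which speaks against depth. Wild type replicate 1 and *Morc2b*-/- replicate 3, with the most spermatid RNA, were both among replicates 1 and 3. Replicates 2 and 4 minus replicates 1 and 3, the spermatid score differed by -1.90 and the leptotene and zygotene score by 0.42. Of 18 tested spermatid markers, 0 were among the 274 genes. Whether other RNA in those samples contributed to the split was not tested. The labels give no litter or batch, and the odd and even replicates are spread evenly over the genotypes.

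X-linked genes were over-represented among the genes higher in *Morc2b*-/- testes. At an unadjusted p-value under 0.01, 2 of 6 such genes were X-linked against 4.03% of tested genes (Fisher's exact test, p = 0.0218). At an unadjusted p-value under 0.05, 24 of 68 were (35.3%). No other split gave as large a share in either of its groups, so 1 of the 8 splits that part each pair, and 1 of all 35, reached it. The next largest share was 19.0%. With the replicate number as a block, the share was 19.1% (52 of 272 genes), and 1 of the 8 splits reached it. In S1 Table, 6 of the 14 upregulated entries are X-linked, *Ccnb3* and *Fmr1* among them. S1 Table comes from the same samples and was read before the X-linked test was written. The over-representation is therefore not an independent finding. A hypothesis is that X-linked genes are less silenced in *Morc2b*-/- spermatocytes. With the leptotene and zygotene score in the model, the X-linked share was 69.4% (25 of 36 genes) at an unadjusted p-value under 0.01. This score hardly differs between genotypes, so the model could not remove a genotype difference and is no evidence against a difference in composition. Pachytene cells, in which the X chromosome is silenced, could also differ in share between samples. With the pachytene score in the model, 16 of 61 genes (26.2%) were X-linked at an unadjusted p-value under 0.05. Fisher's exact test gave p = 1.5e-09. The pachytene score also differed little between genotypes (by -0.14), so this model cannot decide whether composition accounts for the share. At an unadjusted p-value under 0.01, 1 gene was left, and 0 of 1 was X-linked, which is too few to show a share. The average X-linked minus other log2 CPM differed by 0.09 between genotypes (exact permutation test, p = 0.0857), and by 0.08 beside the pachytene score (exact permutation test, p = 0.114). It was highest in *Morc2b*-/- replicate 4, at 0.16, while *Morc2b*-/- replicates 1 and 3, at 0.0017 and -0.03, lay within the wild type range of -0.10 to 0.01. Genes of 1 sample are not independent, so Fisher's exact test overstates the certainty, and later germ cells in some samples also raise the pachytene score, so the hypothesis cannot be told apart from germ cell composition.

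Cell composition was compared between genotypes. The pachytene marker score did not differ (exact permutation test, p = 0.743), nor did the leptotene and zygotene score (p = 0.80) or the spermatogonial score (p = 0.771). The Sertoli cell score was higher in *Morc2b*-/- testes by 0.10 (exact permutation test, p = 0.0571, 0.686 after Benjamini-Hochberg adjustment over 12 marker sets), and paired by replicate number it was higher in 4 of 4 pairs. Pachytene scores were 0.45, 0.03, -0.80 and 0.60 in wild type replicates 1 to 4 and -0.54, -0.07, 0.60 and -0.27 in *Morc2b*-/- replicates 1 to 4. Spermatid RNA in wild type replicate 1 and *Morc2b*-/- replicate 3 may raise this score, so a difference in spermatocyte number between genotypes cannot be told from the p-value of 0.743.

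*Morc2b* varied widely within genotypes. Wild type replicate 3, at 0.857 CPM, was within the range of the *Morc2b*-/- samples, and its pachytene score of -0.797 was the lowest of the 8 samples. It may be a testis at an earlier stage, and a mislabelled sample cannot be told apart from this. *Morc2b*-/- replicate 3 had 3.29 CPM of *Morc2b* and the most spermatid RNA of all samples, so its *Morc2b* counts may come from another testis, and reads of the retained exon 1 cannot be told apart from these. The 2 samples with the highest correlation of log2 CPM across genes were wild type replicate 3 and *Morc2b*-/- replicate 1 (0.993), which also had the lowest chi-square per degree of freedom, 7.41. Their counts still differed by more than sampling noise.

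Entries of S1 Table with few counts were compared with the others. Of 13 entries with fewer than 10 counts, 9 had more than 1 listed transcript, against 10 of the 58 other entries (Fisher's exact test, p = 0.000467). This is consistent with reads shared between listed transcripts having been set aside, which leaves genes such as *Msh5*, *Adam3* and *Clgn* without counts.

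Log2 fold changes of the other *Morc* genes in *Morc2b*-/- testes were 0.07 for *Morc1* (standard error 0.13), -0.06 for *Morc2a* (0.073), -0.01 for *Morc3* (0.054) and -0.20 for *Morc4* (0.39), whose 6 to 18 counts per sample leave its change unresolved. *Morc2a* was lower in 4 of 4 samples paired by replicate number (exact sign-flip permutation test, p = 0.125, the smallest value that 4 pairs allow). For *Prdm9* it was 0.0041 (standard error 0.17), with 105.1 ± 26.8 CPM (SD, n = 4) in wild type and 105.3 ± 14.0 CPM (SD, n = 4) in *Morc2b*-/- testes.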
